# Protein Translation Inhibition is Involved in the Activity of the Pan-PIM Kinase Inhibitor PIM447 in Combination with Pomalidomide-Dexamethasone in Multiple Myeloma

**DOI:** 10.3390/cancers12102743

**Published:** 2020-09-24

**Authors:** Teresa Paíno, Lorena González-Méndez, Laura San-Segundo, Luis A. Corchete, Susana Hernández-García, Andrea Díaz-Tejedor, Esperanza M. Algarín, Pedro Mogollón, Montserrat Martín-Sánchez, Norma C. Gutiérrez, María-Victoria Mateos, Mercedes Garayoa, Enrique M. Ocio

**Keywords:** multiple myeloma, pan-PIM kinase inhibitor, drug combination, protein translation

## Abstract

**Simple Summary:**

The identification of new pharmacological combinations with synergistic effect in multiple myeloma is highly relevant since this is, for the moment, an incurable disease. The high expression of Proviral Insertion site for Moloney murine leukemia virus (PIM) kinases, especially PIM2, in myeloma cells is in agreement with the antiproliferative effect previously shown by the pan-PIM kinase inhibitor PIM447 in these types of cells. Therefore, PIM447 is a good candidate to be studied in new combinations with standard-of-care drugs. In this work, we demonstrate by preclinical studies that PIM447 in combination with the standard treatment pomalidomide + dexamethasone exerts a potent antitumor effect and significantly improves survival with respect to the standard treatment. Our data suggest that these effects are in part mediated by the inhibition of protein translation promoted by this triple combination. These results could be the basis for new clinical trials based on this all-oral combination, which would benefit MM patients.

**Abstract:**

Background: Proviral Insertion site for Moloney murine leukemia virus (PIM) kinases are overexpressed in hematologic malignancies, including multiple myeloma. Previous preclinical data from our group demonstrated the anti-myeloma effect of the pan-PIM kinase inhibitor PIM447. Methods: Based on those data, we evaluate here, by in vitro and in vivo studies, the activity of the triple combination of PIM447 + pomalidomide + dexamethasone (PIM-Pd) in multiple myeloma. Results: Our results show that the PIM-Pd combination exerts a potent anti-myeloma effect in vitro and in vivo, where it markedly delays tumor growth and prolongs survival of treated mice. Mechanism of action studies performed in vitro and on mice tumor samples suggest that the combination PIM-Pd inhibits protein translation processes through the convergent inhibition of c-Myc and mTORC1, which subsequently disrupts the function of eIF4E. Interestingly the MM pro-survival factor IRF4 is also downregulated after PIM-Pd treatment. As a whole, all these molecular changes would promote cell cycle arrest and deregulation of metabolic pathways, including glycolysis and lipid biosynthesis, leading to inhibition of myeloma cell proliferation. Conclusions: Altogether, our data support the clinical evaluation of the triple combination PIM-Pd for the treatment of patients with multiple myeloma.

## 1. Introduction

The Proviral Insertion site for Moloney murine leukemia virus (PIM) family of serine/threonine kinase proteins is composed of three isoforms (PIM1, PIM2, and PIM3) with high homology and functional redundancy [1]. PIM kinases are widely expressed in cancer with particularly higher expression in hematologic tumors [2], making them especially sensitive to PIM inhibitors [3]. PIM kinases exert their oncogenic effects through the phosphorylation of different proteins mainly involved in cell proliferation and survival (for review, see Blanco-Aparicio et al.; Mondello et al.) [1,3]. For example, PIM kinases have been described to prevent apoptosis by phosphorylating the proapoptotic Bcl-2–associated agonist of cell death (Bad), to be involved in cell cycle regulation through the phosphorylation of the cyclin-dependent kinase inhibitors p21 and p27, and to increase protein synthesis by the phosphorylation of the translational repressor 4E-BP1 [1,3]. In multiple myeloma (MM), PIM2 expression in particular has been shown to be higher than in other hematologic malignancies [2]. Interestingly, different cellular and soluble components of the bone marrow microenvironment cooperatively enhance PIM2 expression in MM cells, thus promoting antiapoptotic effects [4], and PIM2 is also required for maintaining myeloma cell growth through modulating TSC2 phosphorylation, a negative regulator of mTORC1 [5]. 

Several PIM inhibitors have been preclinically evaluated in MM with promising activity [6,7,8]. Among them, our group recently showed the direct anti-myeloma effect of the pan-PIM kinase inhibitor PIM447 (formerly, LGH447) as monotherapy, based on cell-cycle disruption and apoptosis induction, together with a bone-protective effect [6]. Moreover, in the same work, we demonstrated by in vitro studies a very strong synergism of PIM447 with standard-of-care anti-myeloma treatments, such as bortezomib and immunomodulatory agents (lenalidomide and pomalidomide) combined with dexamethasone [6], although the mechanism of action of these combinations was not yet explored.

It is important to mention that PIM447 was the first drug of its class to be evaluated in monotherapy in a phase I clinical trial for relapsed and/or refractory MM patients, demonstrating single-agent antitumor activity and a tolerable safety profile [9]. Nevertheless, MM therapy relies on the use of pharmacological combinations, rather than drugs alone, which is particularly relevant for agents with a mechanism of action relying on a single target. In addition to the synergy of PIM447 with standard anti-myeloma agents reported by our group [6], other synergistic combinations of PIM inhibitors with either classical chemotherapeutic or novel agents have been reported in preclinical models of several hematologic diseases [10,11,12], including MM [7,8,13]. More specifically, the synergism of the pan-PIM kinase inhibitor INCB053914 with itacitinib (JAK1-selective inhibitor) and the decrease of MYC levels induced by this combination in MM have been described [8]. Also, the pan-PIM kinase inhibitor SGI1776 enhances lenalidomide’s anti-myeloma activity due to more effective degradation of IKZF1 and IKZF3 in MM cell lines as well as xenografts of myeloma tumors [13]. In addition, the PIM2-selective inhibitor JP11646 sensitized MM cells to the standard agents melphalan, dexamethasone, and bortezomib [7]. All these data suggest the potential beneficial effect of PIM inhibitor-based combinations for MM patients. Specifically, the ongoing clinical development of PIM447 [9] makes combinations based on this pan-PIM kinase inhibitor especially interesting and highlights the importance of understanding the mechanism of action of such combinations. 

Here, we demonstrate the potent effect of the triple combination of PIM447 + pomalidomide + dexamethasone (PIM-Pd) in delaying tumor growth and prolonging survival in human plasmacytoma murine models. Moreover, by the development of in vitro and in vivo studies, we focus our attention on its mechanism of action and suggest that the joint inhibition of mTORC1 and c-Myc exerted by this combination induces a synergistic inhibition of protein synthesis that disrupts cell cycle control and energy metabolism pathways, leading to apoptosis. Altogether, our results support the clinical development of the all-oral combination of PIM447 with pomalidomide and dexamethasone for MM patients.

## 2. Results

### 2.1. The Triple Combination of PIM447 + Pomalidomide + Dexamethasone (PIM-Pd) is Synergistic in Vitro and Overcomes the Protective Effect Conferred by BM-MSCs

We recently demonstrated that the PIM-Pd combination shows very strong synergism in vitro in MM.1S and RPMI-8226 cells [6]. Here, the potency of this combination was confirmed in additional MM cell lines (NCI-H929, OPM-2, and JJN3) also finding a synergistic effect (combination index (CI) range for NCI-H929: 0.097–0.148; CI range for OPM-2: 0.004–0.261; CI range for JJN3: 0.234-0.579) (Figure 1A and Table S1). The potency of the PIM-Pd combination was also analyzed in a time kinetics study in NCI-H929, OPM-2, JJN3, MM.1S, and RPMI-8226 cell lines. When we focused on median doses for each cell line we found that, in three out of the five cell lines evaluated (NCI-H929, OPM-2 and MM.1S), better CIs were obtained at 72 h, whereas CIs were very similar at 24 and 72 h for RPMI-8226 cells although the effect (reduction of viability) was better at 72 h (Figure S1). These results also translated into significantly (*p* < 0.01) higher percentages of apoptosis with PIM-Pd compared to the combination PIM-d in three representative cell lines (MM.1S, RPMI-8226, and NCI-H929) and also compared to the doublet Pd in MM.1S and NCI-H929 (Figure 1B). We also evaluated the apoptotic effect of the PIM-Pd combination on primary myeloma cells. To do so, bone marrow samples obtained from five patients with MM, either newly-diagnosed (patients #3 and #4) or relapse/refractory (patients #1, #2 and #5), were cultured ex vivo in the absence or presence of the corresponding treatments for 48 h. From the five patients evaluated, only in patient #1 we found a clear increased percentage of apoptotic myeloma cells with the PIM-Pd combination as compared to the rest of treatments. Also, a slight increase in apoptotic myeloma cells was observed in patient #5 with PIM-Pd (Figure S2). It should be noted that both of them were relapse/refractory patients. Overall, in vitro and ex vivo data suggest that the apoptotic effect of the PIM-Pd combination on myeloma cells is moderate and occurs mainly after a relatively long exposure time (72 h) as observed in MM cell lines.

Since mesenchymal stromal cells are essential in the bone marrow microenvironment, we investigated the effect of PIM-Pd on myeloma cells co-cultured with HS-5 cells or BM-MSCs from two patients. Treatment with increasing doses of PIM-Pd clearly reduced MM.1S-luc cell viability in co-culture, with a pattern similar to that of MM.1S-luc cells in monoculture (Figure 1C), without affecting BM-MSC viability (Figure S3).

### 2.2. The Triple Combination PIM-Pd Delays Tumor Growth and Prolongs Survival in Human Plasmacytoma Murine Models

Subsequently, the in vivo potency of the combination was evaluated in murine plasmacytomas derived from the MM.1S cell line. PIM-Pd treatment showed a clear tendency to delay tumor growth with respect to double combinations, with statistically significant differences as compared to Pd at each time point studied (*p* < 0.05) and almost reaching statistical significance with respect to PIM-P on day 47 (*p* = 0.0508) (Figure 2A). In fact, the median time to reach an approximated volume of 1000 mm^3^ was doubled in the triple combination with respect to PIM-P, the most potent of the doublets (85 vs. 43 d). All these effects led to a significant increase in the median survival of mice treated with the triple combination (113 d; range: 103–141 d) with respect to PIM-d (64 d; range: 40–99 d; *p* = 0.007) and Pd (52 d; range: 43–78 d; *p* = 0.007), and the tendency, although not significant, was similar with respect to PIM-P (64 d; range: 47–115 d; *p* = 0.153) (Figure 2B). 

The role of PIM447 in potentiating the standard-of-care Pd was confirmed in a RPMI-8226 plasmacytoma model. Accordingly, PIM-Pd treatment significantly delayed tumor growth at each time point studied (*p* < 0.05) and improved median survival with respect to Pd treatment ((PIM-Pd: 121 d (range: 101–135); Pd: 104 d (range: 79–107); *p* = 0.004)) (Figure 2C,D). 

PIM-Pd treatment was generally well tolerated with less than 15% body weight loss in either of the two models (Figure S4). Moreover, when we monitored several potential toxicity/distress symptoms during the course of the experiment, we only observed changes in fur after PIM-Pd treatment, something also observed in some mice treated with the standard Pd (Tables S2 and S3). It should be mentioned that in the RPMI-8226 model, one mouse developed weakness symptoms on day 94, apparently by a non-tumor related cause, and we decided to stop treatment administration in all groups at this time. This mouse died one week later and, although we cannot discard toxicity, it should be noted that this would be very long-term toxicity. To further evaluate the potential toxicity of the PIM-Pd combination, we also carried out experiments with donors’ and patients’ peripheral blood samples treated ex vivo with single drugs, doublets, and triplets (Figures S5 and S6). As can be observed, data indicate that the toxicity of the PIM-Pd combination on lymphocytes and granulocytes is mild to moderate, and not especially higher than that observed with double combinations. On monocytes, the toxicity of PIM-Pd seems to be more pronounced and slightly higher than that observed with double combinations, especially with longer exposition (48 h).

We also evaluated the induction of apoptosis by TUNEL assay in tumor sections from mice treated for two consecutive days with PIM447, Pd or PIM-Pd. Of note, whereas PIM447 or Pd treatments only stabilized tumor growth, the PIM-Pd combination was able to reduce tumor volume by almost 30% (Figure S7). Moreover, quantification of TUNEL positive cells showed that the triple combination induced a significantly (*p* < 0.01) higher percentage of apoptotic cells than PIM447 alone or Pd (Figure 2E).

### 2.3. The PIM-Pd Combination Inhibits Global Protein Synthesis in Myeloma Cells by Targeting the mTORC1 Pathway and Impairing eIF4E Function

We previously demonstrated that PIM447 inhibits mTORC1 [6], which constitutes a master regulator of cell growth through the control of protein translation [14]. Here, we observed that treatment of MM.1S and NCI-H929 cells with PIM447 inhibits global protein biosynthesis, an effect also observed with the double combination Pd and to a greater extent with the triple combination PIM-Pd (Figure 3A). The effect of PIM-Pd by inhibiting protein translation can also be observed on RPMI-8226 cells (Figure S8A). mTORC1 regulates protein translation by phosphorylating the eIF4E-binding protein 1 (4EBP1), which impairs its binding to eIF4E, and also by controlling the phosphorylation of the S6 ribosomal protein (S6RP) [15,16]. Accordingly, treatment of MM.1S cells with PIM-Pd markedly reduced the levels of phospho-4EBP1 (Thr 37/46) and phospho-S6RP (Ser 235/236) as compared to individual treatments and double combinations (Figure 3B). Similarly, the triple combination also reduced the levels of phospho-4EBP1 (Thr 37/46) in NCI-H929 and RPMI-8226 cells; however, it only reduced phospho-S6RP (Ser 235/236) levels in NCI-H929 (Figure S8B). Additionally, levels of phospho-4EBP1 (Thr 37/46) were also lower in MM.1S plasmacytomas of two out of three mice treated with PIM-Pd for two consecutive days as compared to those from mice treated with the vehicle (control, C), PIM447 alone or the Pd doublet (Figure 3C). 

Considering the above results, we evaluated the binding of eIF4E to 4EBP1 after treatment with PIM-Pd by immunoprecipitation assays. Treatment of MM.1S and RPMI-8226 cells with the triple combination increased the binding of eIF4E to 4EBP1 as compared to untreated control cells and cells treated with PIM447 or with Pd (Figure 3D).

### 2.4. Treatment of Myeloma Cells with PIM-Pd Reduces the Expression of the Survival Factors c-Myc and IRF4

Both PIM447 in monotherapy and the standard-of-care Pd have been reported to reduce c-Myc levels [6,17]. Consequently, the PIM-Pd combination downregulated the global levels of c-Myc and also those of phospho-c-Myc (Ser62) in MM.1S and NCI-H929 cells after 48 h of treatment (Figure 4A). It should be noted that the ratio phospho-c-Myc/c-Myc decreased with the triple combination in NCI-H929 but not in MM.1S (Figure S9) suggesting that, at least in this last cell line, the decrease of global phospho-c-Myc (Ser62) levels is a consequence of the reduction of global c-Myc levels. IRF4, a MM pro-survival factor [18], was also downregulated with the triple combination (Figure 4A). In line with these in vitro results, MM.1S plasmacytomas displayed a significantly lower percentage of c-Myc-positive nuclei after treatment with PIM-Pd, as compared to PIM and Pd (Figure 4B). In RPMI-8226 cells, however, the triple combination did not modify the expression of either c-Myc or phospho-c-Myc at 48 h, but it reduced the expression of IRF4 (Figure S10A,B). 

Since *MYC* is a direct target of IRF4 in activated B cells and myeloma [18], we next evaluated the expression of both proteins after treatment with PIM-Pd over time. Our results showed that 6 h of treatment with PIM-Pd was sufficient to reduce the expression of c-Myc in MM.1S cells; this reduction was maintained until 48 h later; on the contrary, the downregulation of IRF4 was only detectable after longer exposure to PIM-Pd, specifically at 24 and 48 h of treatment (Figure 4C). Similar results were observed in the RPMI-8226 cell line: a rapid reduction of c-Myc with the triple combination (at 3 h) and a reduction of IRF4 at longer times of treatment (24–48 h). However, in contrast to MM.1S, c-Myc levels were very similar in untreated and PIM-Pd treated RPMI-8226 cells from 12 h onwards (Figure 4C). Since the decrease of c-Myc occurs earlier in time than the reduction of IRF4, we suggest that the decrease of c-Myc protein levels observed after PIM-Pd treatment is not only a consequence of IRF4 downregulation, but also probably a direct effect of the inhibition of cap-dependent translation, of which MYC is one of its principal targets [19].

### 2.5. The PIM-Pd Combination Deregulates Pathways Involved in the Cell Cycle, Gene Expression, Metabolism of RNA and Energy Metabolism

The transcriptomic profile of MM.1S cells sub-lethally treated with PIM447, Pd, and PIM-Pd (Figure S11) was next analyzed. 

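The arrays cover MM.1S, a human multiple myeloma cell line, in 3 independent experiments with 4 groups each: untreated control cells, PIM447 at 100 nM for 24 h (PIM), pomalidomide at 200 nM with dexamethasone at 5 nM for 15 h (Pd), and the 3 drugs together for 10 h (PIM-Pd). This gave 12 arrays, 3 in each group. Treatment time therefore differed between the treated groups, and the paper's text does not give the time at which control cells were collected. The authors normalized the Clariom S arrays by RMA, which corrects the background, equalizes the distribution of values between arrays and summarizes the probes of a gene, with a BrainArray gene definition. The values used here are these log2 RMA values, 1 for each of 17710 Ensembl genes on each array. They lay between 2.36 and 13.49, and the medians of the arrays between 4.81 and 4.89. Differences between groups were computed on the log2 scale with limma's moderated test, fitted over all 12 arrays with 4 groups and no filter on low values, and q is the Benjamini-Hochberg adjusted p within a comparison. The median standard error of a log2 fold change was 0.14 over all genes. The files identify genes by Ensembl identifiers, and symbols were taken from Tables S4 to S6, which name 1909 of the genes on the arrays. The paper names no genome build, so no positions are given.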

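By limma, no gene differed between PIM and control at q < 5%, and 1098 genes had an unadjusted p under 0.05 (1765 without PIM replicate 3, and 779 without control replicate 3). About 5% of the 17710 genes would have such a p by chance alone, so this count by itself is no evidence of a response. SAM called 1 gene at q < 5% when unpaired and 3 genes when the arrays were paired by experiment. Pd changed 960 genes at q < 5%, 616 of them higher and 344 lower than in control cells. PIM-Pd changed 1671 genes, 782 higher and 889 lower. This balance depended on the scaling of the arrays, with 839 higher and 821 lower after cyclic loess normalization and 634 higher and 1005 lower after centering the arrays on their medians. With a fold change of at least 2 required as well, the numbers were 0 with PIM, 191 with Pd (162 higher and 29 lower) and 255 with PIM-Pd (155 higher and 100 lower). Of the genes in the paper's Tables S6, S5 and S4, 0, 191 and 254 reach this fold change, so the longer lists there include smaller changes. At q < 5% alone, 941 genes were called with PIM-Pd and with neither Pd nor PIM, 230 with Pd only, and 730 with both Pd and PIM-Pd. Of the alternatives tried, unpaired SAM moved the number for Pd most upward, to 1632 genes. Leaving out 1 array lowered that number to 522 (without control replicate 1), 520 (without Pd replicate 1), 608 (without control replicate 3) and 497 (without Pd replicate 3). It lowered the number for PIM-Pd to 1096 (without control replicate 3) and the 941 genes to 566 (without PIM-Pd replicate 1). The 230 genes became 105 without control replicate 1, 89 without Pd replicate 1, 357 without PIM-Pd replicate 1, 153 without control replicate 2, 149 without control replicate 3 and 74 without Pd replicate 3. The 730 genes became 417 without control replicate 1, 431 without Pd replicate 1, 459 without control replicate 3 and 423 without Pd replicate 3.
Of these 941 genes, 921 moved in the same direction with Pd as with PIM-Pd, and 777 with PIM, where the comparisons share the control arrays. Their median change in the called direction was 0.60 on the log2 scale with PIM-Pd and 0.34 with Pd. A smaller change with Pd is built into this choice, since these genes passed with PIM-Pd and failed with Pd on the same arrays. The 230 genes called with Pd only mirrored it, with 0.60 with Pd and 0.34 with PIM-Pd. For the 941 genes, the median ratio of the change with Pd to that with PIM-Pd was 0.573. In 20 simulations with equal true changes it was 0.634 to 0.689, so the choice alone lowers this ratio. In them, 200 to 256 genes were called with PIM-Pd only, against 941 on these arrays. In a test chosen after the result was seen, genes were called with PIM-Pd only in 2 experiments and read in the experiment left out. There, the median change with Pd was 0.703, 0.592 and 0.694 of that with PIM-Pd. For genes called with Pd only, the median change with PIM-Pd was 0.651, 0.719 and 0.717 of that with Pd. A direct test of PIM-Pd against Pd called 14 genes over the whole array at q < 5%, 1 higher and 13 lower with PIM-Pd, and 1518 genes had an unadjusted p under 0.05. Among the 941 genes, 5 passed q < 5% in the direct test and 354 had an unadjusted p under 0.05. The 14 genes became 4 without Pd replicate 1, 7 without PIM-Pd replicate 1, 4 without Pd replicate 2, 2 without Pd replicate 3 and 3 without PIM-Pd replicate 3.

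**Figure D1:**
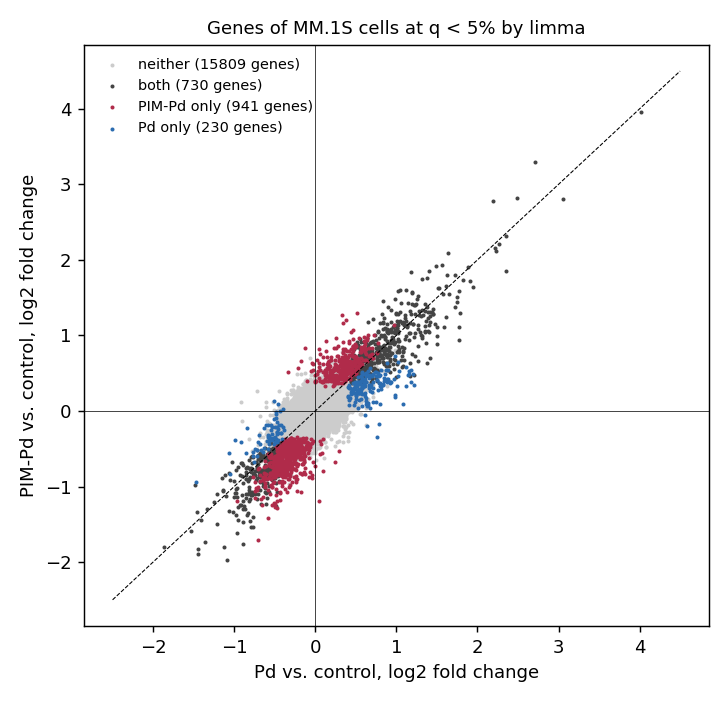
Log2 fold change against control of the 17710 genes, with Pd on the horizontal axis and PIM-Pd on the vertical axis. Each point is 1 gene, colored by the comparison in which limma called it at q < 5%, and the dashed line marks equal changes. Most genes called with PIM-Pd only lie on the same side of 0 with Pd.

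The named genes are those with the largest changes among the genes at q < 5% that moved the same way in all 3 experiments. The 5 largest rises with Pd were those of DDIT4 (ENSG00000168209), TPBG, DKK1, TSC22D3 and WASF1, with log2 fold changes between 2.35 and 4.02 and q between 5.02e-11 and 0.000159. The 5 largest falls with Pd were those of CRYBB1, ITGA8, UNC13C, CCL3L1 and ITGB8, between -1.86 and -1.46 with q between 1.14e-05 and 0.00637. CCL3L1 belongs to a family of closely similar chemokine genes, and whether its probes separate them was not tested. With PIM-Pd, DDIT4, DKK1, TSC22D3, TPBG and FAR2 rose most, by 2.78 to 3.96, and GJA1, SLC27A2, IGFBP3, STON2 and CRYBB1 fell most, between -1.98 and -1.80. DDIT4 had mean RMA values of 5.26 ± 0.14 in control cells, 9.28 ± 0.07 with Pd and 9.22 ± 0.15 with PIM-Pd (SD, n = 3 each). In the direct comparison, the largest falls were those of GRHL3 (ENSG00000158055, -1.11, q = 0.00315), TGFBR3 (ENSG00000069702, -0.99, q = 0.0435) and KYAT1 (ENSG00000171097, -0.97, q = 0.00568). The 1 gene that was higher with PIM-Pd, ENSG00000124334, has no symbol in the tables and had a log2 fold change of 0.85 (q = 0.0479). GRHL3 passed q < 5% with any of the 6 arrays left out. KYAT1 did not pass without Pd replicate 3 (q = 0.0576). TGFBR3 did not pass without Pd replicate 1 (0.194), PIM-Pd replicate 2 (0.0848), Pd replicate 3 (0.191) or PIM-Pd replicate 3 (0.0974). ENSG00000124334 did not pass with the replicate block (0.0542, with q between 0.0267 and 0.223 over all alternatives), nor without Pd replicate 1 (0.0507), PIM-Pd replicate 1 (0.154), Pd replicate 2 (0.164), Pd replicate 3 (0.223) or PIM-Pd replicate 3 (0.0917). In a fit of the 2 groups alone, GRHL3 passed, and KYAT1 (0.0863), TGFBR3 (0.158) and ENSG00000124334 (0.158) did not. By unpaired SAM, TGFBR3 and ENSG00000124334 did not pass either (0.0944 each).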

Compared to untreated control cells and using as a cut off a fold change ≥2 and a *q*-value < 5%, PIM447 treatment only deregulated four genes, Pd treatment deregulated 1228 genes, and the triple combination deregulated 1372 genes, 680 of them being exclusive to this treatment (Tables S4–S6 and Figure 5A). Moreover, the number of pathways significantly (*p* < 0.05) deregulated with PIM-Pd in a gene set enrichment analysis (GSEA) was clearly higher than that deregulated with Pd (67 vs. 39).

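The Reactome gene sets were not used here. In their place, the array values of genes from hand-written lists for ribosomal RNA processing, DNA replication and G1/S-specific transcription are given. Only list members with a symbol in Tables S4 to S6 could be found on the arrays, 46 of 102, 18 of 54 and 18 of 32 genes. These members are in the tables because the authors called them on the same arrays, so the shares below describe these genes only and no list was tested. All 46 genes of ribosomal RNA processing were lower with PIM-Pd than in control cells, 40 of them at q < 5% by limma. Their log2 fold changes lay between -1.54 and -0.22, with a median of -0.83. The 3 with the lowest p were UTP20 (ENSG00000120800, -1.54, standard error 0.15, q = 3.1e-05), RRP1B (ENSG00000160208, -0.99, standard error 0.11, q = 6.17e-05) and NOL6 (ENSG00000165271, -1.20, standard error 0.14, q = 0.000138). The 18 genes of DNA replication were all lower, 15 of them at q < 5%, with a median of -0.80. MCM6 (-1.15), CDC6 (-1.13) and TIPIN (-0.90) had the lowest p, with q between 0.000307 and 0.00128. Of the 18 genes of G1/S-specific transcription, 17 were lower and 15 of these passed q < 5%, with a median over the 18 genes of -0.81. UNG (-1.09, q = 0.000117) and E2F1 (-1.32, q = 0.000301) led this list, which also holds CDC6. These 8 genes fell in 3 of 3 experiments. Of all 1909 genes with a symbol, 44.3% were lower with PIM-Pd than in control cells.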

The ten most significantly deregulated pathways with PIM-Pd (all under-expressed) were included in the following Top-Level pathways according to Reactome: “Metabolism of RNA”, ”Gene Expression”, ”Cell cycle”, and ”DNA Replication”. 

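The same list members were also lower with Pd. All 46 genes of ribosomal RNA processing had negative log2 fold changes against control, with a median of -0.47, and 10 of them passed q < 5% by limma. For DNA replication, the 18 genes were all lower with a median of -0.64, and 9 passed. For G1/S-specific transcription, 17 of 18 genes were lower with a median of -0.63, and 8 passed. Between the treatments, 43 of 46, 16 of 18 and 17 of 18 genes were lower with PIM-Pd than with Pd. After cyclic loess normalization, the first of these numbers was 42 and the other 2 did not change. The authors called 42, 15 and 14 genes of the 3 lists with PIM-Pd, and 16, 14 and 14 with Pd. For ribosomal RNA processing, lower values with PIM-Pd than with Pd are therefore partly built in. Of the 1909 genes with a symbol, 64.3% were lower with PIM-Pd than with Pd. This share includes genes called in either direction and with any treatment. None of the genes of the 3 lists passed q < 5% in limma's direct test of PIM-Pd against Pd. UTP20 had the largest difference of the leading genes, with a log2 fold change of -0.77 (q = 0.0806), followed by NOL6 with -0.72 (q = 0.089). With PIM alone, 42 of 46, 18 of 18 and 17 of 18 genes of the 3 lists were lower than in control cells. Their medians were -0.21, -0.37 and -0.31. The comparisons share the control arrays, and no gene passed q < 5% with PIM by limma.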

Although these ten pathways are also deregulated with Pd, it should be highlighted the higher significance level as well as the higher number of leading edge genes after treatment with the triplet as compared to the doublet (Figure 5B). Importantly, one of the genes downregulated within these pathways was *MYC*. It was subsequently confirmed by RT-qPCR that PIM-Pd downregulated *MYC* to a greater extent than PIM alone and Pd in MM.1S and NCI-H929 cells (Figure 5C and Figure S12). 

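MYC (ENSG00000136997) had a mean RMA value of 9.49 ± 0.24 in control cells, 9.45 ± 0.26 with PIM, 9.04 ± 0.05 with Pd and 8.64 ± 0.13 with PIM-Pd (SD, n = 3 each). The log2 fold change with PIM-Pd against control was -0.85 (standard error 0.15, q = 0.00204 by limma). It was negative in 3 of 3 experiments and stayed between -0.98 and -0.76 when each array was left out. With PIM the change was -0.04 (q = 0.985), and with Pd it was -0.44 (standard error 0.15, q = 0.109). The change with Pd passed q < 5% with the replicate block (q = 0.0475) and with array weights (q = 0.0348), and its q lay between 0.0348 and 0.306 over all alternatives. MYC was lower with PIM-Pd than with Pd in 3 of 3 experiments, by a log2 fold change of -0.41 (standard error 0.15), which did not pass the threshold after adjustment over all genes (q = 0.453 by limma). The unadjusted p by limma was 0.0150. The paper picked MYC, CCND2, CDK4 and FBL on the same arrays, so their unadjusted p-values are not tests of genes named beforehand.
CCND2 (ENSG00000118971) fell from 12.01 ± 0.11 in control cells to 11.54 ± 0.05 with Pd and 10.94 ± 0.15 with PIM-Pd (SD, n = 3 each). Its change was -1.07 with PIM-Pd (standard error 0.11, q = 4.58e-05) and -0.47 with Pd (q = 0.0228). The latter did not pass q < 5% without control replicate 1 (q = 0.11), Pd replicate 1 (0.0952), Pd replicate 2 (0.0502), control replicate 3 (0.0793) or Pd replicate 3 (0.0793). The difference between PIM-Pd and Pd was -0.60 (q = 0.0756, unadjusted p = 9.4e-05 by limma), and it passed with the trended and robust prior (0.0106), with q between 0.0106 and 0.279 over all alternatives. CDK4 (ENSG00000135446) fell by 0.65 on the log2 scale with PIM-Pd (standard error 0.11, q = 0.00155) and by 0.36 with Pd (q = 0.0717). Its change with Pd passed with the replicate block (0.0462), unpaired SAM (0.0463), paired SAM (0.0385) and array weights (0.031), with q between 0.031 and 0.234 over all alternatives. The difference between the treatments was -0.29 (q = 0.473, unadjusted p = 0.0183 by limma). FBL (ENSG00000105202) changed by -0.48 with PIM-Pd (standard error 0.11, q = 0.0135) and by -0.28 with Pd (q = 0.202), and the difference was -0.20 (q = 0.648, unadjusted p = 0.0975 by limma). Its change with PIM-Pd did not pass q < 5% without PIM-Pd replicate 1 (-0.40, q = 0.0628) or control replicate 3 (-0.47, q = 0.056). All 3 genes were lower with PIM-Pd than in control cells in 3 of 3 experiments.

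**Figure D2:**
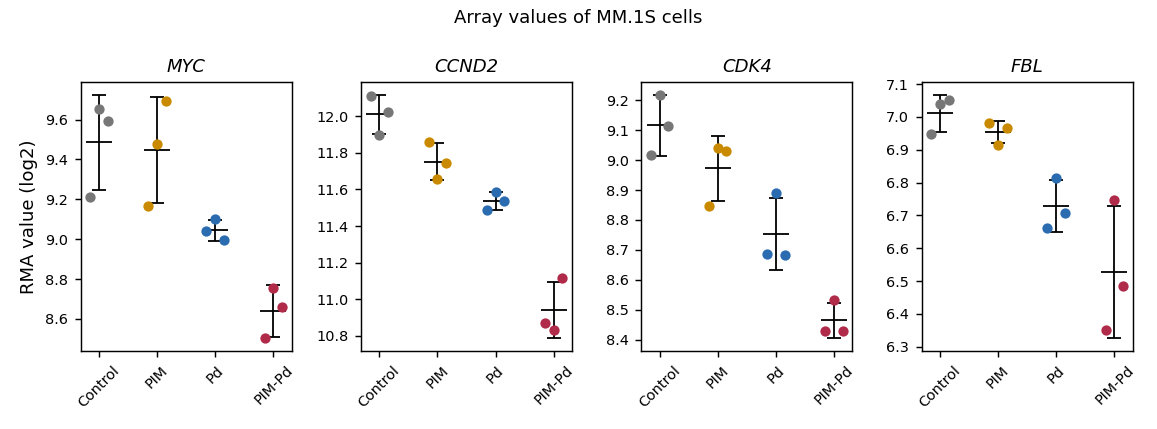
RMA values (log2) of MYC, CCND2, CDK4 and FBL on the 3 arrays of each group, points in the order of the experiments, with the mean and SD of the group in black. The means of MYC run from 9.49 in control cells to 8.64 with PIM-Pd and those of CCND2 from 12.01 to 10.94.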

In RPMI-8226, however, PIM-Pd did not decrease *MYC* but prevented the increase observed with PIM alone and Pd (Figure S12). The downregulation of other interesting genes in MM.1S cells after PIM-Pd treatment was also confirmed by RT-qPCR: *CCND2* and *CDK4* (involved in cell cycle), and *FBL* (implicated in gene expression and RNA metabolism) (Figure 5C). Similar results for *CDK4* and *CCND2* were observed in NCI-H929 cells, while PIM-Pd barely modified these genes in RPMI-8226 cells (Figure S12). 

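The Reactome pathways behind Figure S13 were not tested here, and the values are those of members of hand-written lists that have a symbol in Tables S4 to S6. Subunits and general transcription factors of RNA polymerases I and III were represented by 11 of 38 genes. All 11 passed q < 5% as lower with PIM-Pd, and 1 of them with Pd, with medians of -0.72 and -0.40 on the log2 scale. Of 72 genes of mRNA splicing, 8 had a symbol, of which 6 passed with PIM-Pd and 1 with Pd, with medians of -0.59 and -0.25. The 14 mitochondrial ribosomal protein genes, of 79, all passed with PIM-Pd and 3 passed with Pd, with medians of -0.57 and -0.30. For translation initiation and elongation factors, a list that also holds the translation repressor EIF4EBP1, all 6 of 43 genes passed with PIM-Pd and 0 with Pd by limma, with medians of -0.64 and -0.41. The 5 genes of respiratory electron transport, of 74, passed with PIM-Pd and 2 of them with Pd, with medians of -0.75 and -0.35. With Pd, the members of these 5 lists were lower than in control cells as well, except for 1 gene of mRNA splicing, which was lower once the arrays were centered on their medians. No member of these lists passed q < 5% in the direct test of PIM-Pd against Pd. With PIM alone, 10 of 11, 8 of 8, 13 of 14, 6 of 6 and 5 of 5 genes were lower than in the same control arrays. The medians, in the order of the lists above, were -0.23, -0.18, -0.14, -0.22 and -0.13, and none passed q < 5%. The members were chosen by the authors' calls on these arrays, and most genes of each list have no symbol in the tables. In the same order, the authors called 11, 8, 13, 6 and 5 of them with PIM-Pd, and 2, 1, 2, 0 and 2 with Pd. More calls and larger falls with PIM-Pd than with Pd are therefore partly built in.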

Interestingly, 32 out of 67 pathways were exclusively deregulated with PIM-Pd (31 downregulated and one upregulated). Among them, the pathway “Metabolism”, contained the highest number of leading edge genes (Figure S13) whose functions are related to glycolysis (e.g., the rate-liming enzyme *PFKM* and the enzyme *PGK1*) and fatty acid biosynthesis (e.g., the rate-liming enzyme *ACACA*), among others. 

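PFKM (ENSG00000152556) had a mean RMA value of 7.58 ± 0.16 in control cells, 7.37 ± 0.09 with PIM, 7.26 ± 0.08 with Pd and 6.74 ± 0.18 with PIM-Pd (SD, n = 3 each). Its log2 fold change against control was -0.84 with PIM-Pd (standard error 0.12, q = 0.000608 by limma) and -0.31 with Pd (q = 0.19). PGK1 (ENSG00000102144) changed by -0.70 with PIM-Pd (standard error 0.13, q = 0.00327) and by -0.41 with Pd (q = 0.0861). The change of PGK1 with Pd passed q < 5% in a fit of the 2 groups alone (0.0484), by unpaired SAM (0.0317) and with array weights (0.0326), and its q lay between 0.0317 and 0.305 over all alternatives. ACACA (ENSG00000278540) had a mean of 6.18 ± 0.23 in control cells, 5.73 ± 0.37 with PIM, 5.96 ± 0.14 with Pd and 5.12 ± 0.14 with PIM-Pd (SD, n = 3 each). It changed by -1.05 with PIM-Pd (standard error 0.17, q = 0.00128) and by -0.22 with Pd (q = 0.616). All 3 genes were lower with PIM-Pd than in control cells in 3 of 3 experiments. Tested directly, PIM-Pd differed from Pd by -0.53 for PFKM (q = 0.168), -0.28 for PGK1 (q = 0.568) and -0.83 for ACACA (q = 0.102), and none passed q < 5% by limma. The unadjusted p by limma was 0.000685, 0.0451 and 0.000218. The paper picked these genes on the same arrays, so these p-values are not tests of genes named beforehand. Unpaired SAM called the difference for ACACA, whose q lay between 0 and 0.333 over all alternatives.
Glycolysis was represented by 8 of 23 genes of a hand-written list, of which 7 were lower with PIM-Pd, with a median over the 8 genes of -0.59. Of the 6 that passed q < 5%, 5 were lower and 1 was higher (0.62). ENO1 was among them (-0.59, q = 0.00365), and it also passed with Pd (-0.41, q = 0.0444). With Pd, 7 of the 8 genes of glycolysis were lower as well, with a median of -0.41, and 3 passed. The authors called 7 of these 8 genes with PIM-Pd and 2 with Pd, so this difference between the treatments is partly built in. For fatty acid and triglyceride biosynthesis, 7 of 8 genes found, of 33, were lower with PIM-Pd, and all 8 once the arrays were centered on their medians. With Pd, 6 of these 8 genes were lower, with a median of -0.33, and 5 passed q < 5%, 4 of them as lower. FASN fell most of the 8 genes with PIM-Pd, to a log2 fold change of -1.46 (q = 4.83e-05), and it also fell with Pd (-0.89, q = 0.00324). Because all 3 are described as direct targets of c-Myc, the paper proposes in its discussion that the decrease of c-Myc could mediate the lower transcription of PFKM, PGK1 and ACACA.

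**Figure D3:**
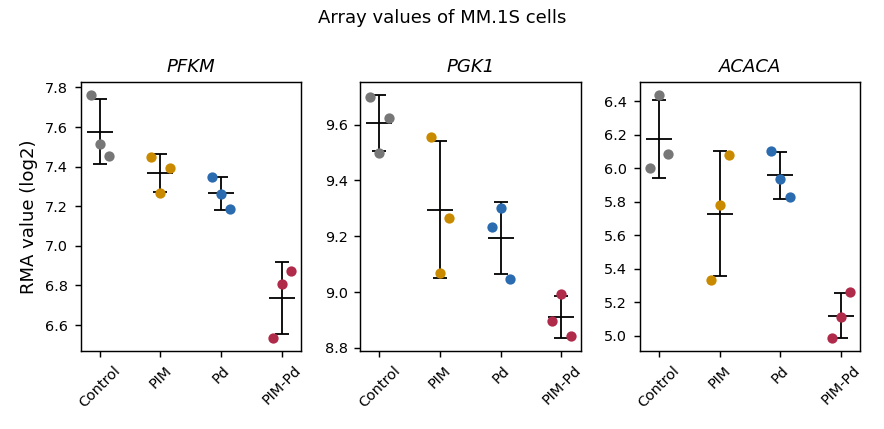
RMA values (log2) of PFKM, PGK1 and ACACA on the 3 arrays of each group, points in the order of the experiments, with the mean and SD of the group in black. The 3 arrays with PIM-Pd lie below the 3 control arrays for each gene.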

The downregulation of these metabolic genes after PIM-Pd treatment was also confirmed by RT-qPCR in MM.1S cells (Figure 5D). *PFKM* showed a similar tendency to be downregulated in NCI-H929 and RPMI-8226 cell lines after PIM-Pd treatment (Figure S14).

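On the arrays, IRF4 (ENSG00000137265) had a mean RMA value of 10.07 ± 0.16 in control cells, 9.88 ± 0.27 with PIM, 8.96 ± 0.07 with Pd and 8.94 ± 0.06 with PIM-Pd (SD, n = 3 each). Its log2 fold change against control was -1.12 with PIM-Pd (standard error 0.13, q = 0.000118 by limma), -1.10 with Pd (standard error 0.13, q = 0.000192) and -0.19 with PIM (q = 0.868). Both falls were seen in 3 of 3 experiments and passed q < 5% with any array left out. PIM-Pd and Pd differed by -0.02 (standard error 0.13, q = 0.977). This small difference became positive after cyclic loess normalization (0.0162), without Pd replicate 2 (0.0114) and without PIM-Pd replicate 3 (0.0028).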

Finally, it is also interesting that microarray analysis showed *IRF4* among the genes downregulated in MM.1S cells after PIM-Pd treatment. This result was also evaluated by RT-qPCR, confirming that treatment with PIM-Pd significantly downregulates *IRF4* at the transcriptional level in MM.1S and NCI-H929 cell lines, and a similar tendency was observed in RPMI-8226 cells (Figure 5E).

### 2.6. Treatment of Myeloma Cells with PIM-Pd Induces Cell Cycle Arrest by Modifying the Levels of G0/G1-Transition Regulators and Reduces Glucose Uptake

In line with transcriptomic data, we observed that PIM-Pd treatment induced in MM.1S and NCI-H929 cell lines a cell cycle blockade with an increase in the percentage of cells in G0–G1 phases and a decrease of proliferative phases (S and G2–M); however, no clear effects on cell cycle were observed in the RPMI-8226 cell line after PIM-Pd treatment (Figure 6A). 

Cyclin-dependent kinases 4 and 6 (CDK4 and CDK6) associate with D cyclins to induce the inactivation of the retinoblastoma (Rb) protein and ultimately promote cell-cycle entry and progression through G1 [20]. In accordance with the transcriptomic downregulation of CDK4 and CCND2 (cyclin D2) after PIM-Pd treatment, we also found that the triple combination reduced CDK4 and cyclin D2 at the protein level in MM.1S and NCI-H929 cell lines (Figure 6B). Moreover, PIM-Pd treatment noticeably reduced the phosphorylation of the Rb protein as compared to individual treatments and double combinations that would explain the observed inhibition of cell cycle progression (Figure 6B). 

It is known that tumor cells reprogram metabolic pathways, including glycolysis, to meet their needs for proliferation [21]. Considering the deregulation of metabolic pathways by PIM-Pd according to transcriptomic analysis, we evaluated the effect of the combination on glucose uptake. Thus, treatment of the MM.1S cell line with PIM-Pd significantly reduced the uptake of the 2-NBDG glucose analog with respect to individual treatments and also showed a tendency to reduce it with respect to double combinations (Figure 6C).

## 3. Discussion

PIM kinases, especially PIM2, have been postulated as therapeutic targets in MM due to their overexpression in this disease [2,6,22]. Amongst the different PIM inhibitors developed, PIM447 represents a particularly attractive one due to its activity as a Pan-PIM inhibitor and also due to the fact that it is the first of its class to have reached clinical development as a single agent in MM with promising preliminary efficacy results [9].

In the present work, we demonstrate the potent effect of the triple combination PIM-Pd in delaying tumor growth and prolonging survival in human plasmacytoma murine models. Considering these promising data, the future evaluation of this combination in PDX models of myeloma would be highly interesting due to the predictive value that these models have on patients’ response. Based on our data, we infer that the potent anti-myeloma effect observed with the PIM-Pd combination is, at least partially, induced via the inhibition of global protein synthesis. We consider this effect to be of critical relevance since protein synthesis is frequently deregulated in cancer cells to support aberrant cell growth and proliferation [23]. Moreover, it has been previously shown that PIM447-sensitive DLBCL cells use PIM kinases to maintain activation of translation which is inhibited upon PIM447 treatment [24]. Eukaryotic protein synthesis has several mechanisms to initiate translation, with cap-dependent translation being the pathway used by the majority of mRNAs [25]. Cap-dependent translation is primarily regulated by the heterotrimeric protein complex eIF4F which is composed of the scaffolding protein eIF4G1, the RNA helicase eIF4A1, and the eIF4E factor that binds to the 5’ cap of mRNAs for the recruitment of ribosomes [16]. It is known that mTORC1 controls eIF4F assembly by liberating eIF4E from its respective inhibitory binding protein, 4E-BP1 [14]. Thus, part of the inhibitory effect of PIM-Pd on protein synthesis could be explained by the observed inhibition of the mTORC1 pathway, both in vitro and in vivo, which results in an increased binding between eIF4E and 4E-BP1 due to the decrease of phospho-4E-BP1 levels. It should be noted that mTORC1 controls global protein synthesis but, at the same time, previous studies have demonstrated that fluctuations of eIF4E levels mainly affect the translation of mRNAs harboring long, highly structured 5′-UTRs, which encode proteins that control cell proliferation and viability [19,26,27]. In line with these observations, our results show that treatment with PIM-Pd decreases the levels of c-Myc and cyclin D2, two well-known regulators of cell cycle [28,29], whose levels have been previously reported to decrease in myeloma cells when cap-dependent translation is selectively inhibited [30]. Moreover, the transcriptional downregulation of *MYC* and *CCND2* (cyclin D2) would also contribute to reduce both molecules at the protein level. However, we cannot conclude, at least not in all cell lines evaluated, that treatment with PIM-Pd decreases the ratio of c-Myc phosphorylated at Ser62/c-Myc (which would lead to a less stabilized c-Myc). Rather, the decrease of global phospho-c-Myc (Ser62) levels seems to be more a consequence of the reduction of global c-Myc levels. The downregulation of c-Myc and cyclin D2 together with the reduction of CDK4 and phospho-Rb levels is in agreement with the G0/G1 cell cycle arrest induced by the triple combination. In fact, pathways related to the cell cycle are among the top ten deregulated in the transcriptomic analysis after treatment with PIM-Pd. It remains to be elucidated why in the RPMI-8226 cell line the downregulation of c-Myc after treatment with PIM-Pd is not maintained stable over time, but it is likely that this event contributes to the absence of cell cycle changes in this cell line. Nonetheless, we assume that the inhibition of protein synthesis by decreasing phospho-4EBP1 together with the downregulation of the survival factor IRF4 (these effects also being observed in MM.1S and NCI-H929) contributes to reduce the viability of RPMI-8226 cells after PIM-Pd treatment.

Apart from controlling the cell cycle, c-Myc also regulates the transcription of metabolic genes [31,32,33]. In line with this, the decrease of c-Myc after PIM-Pd treatment could mediate the transcriptional downregulation of the glycolytic enzymes PFKM (phosphofructokinase) and PGK1 (phosphoglycerate kinase) and the enzyme involved in fatty acid biosynthesis ACACA (acetyl-CoA carboxylase), since all of them have been previously described as direct targets of c-Myc [31,32,33]. Moreover, our results indicate that the triple combination reduces glucose uptake by myeloma cells.

Another important function of c-Myc is the control of protein synthesis through the direct regulation of the transcription of ribosomal RNA (rRNA) genes and genes required for rRNA processing and assembly [34]. In fact, pathways involved in rRNA processing are also among the top ten deregulated after treatment with PIM-Pd. Interestingly, the triple combination reduces the transcriptional expression of *FBL* (fibrillarin), an enzyme involved in the first step of pre-ribosomal rRNA processing [35] which has been previously reported to be a direct target of c-Myc [36]. These effects probably contribute, as a feedback loop mechanism, to further potentiate the reduction of protein translation induced by the inhibition of mTORC1. In fact, it has been previously reported that c-Myc and mTOR converge on a common node in protein synthesis control that confers synthetic lethality in Myc-driven cancers, including multiple myeloma [37]. Moreover, other therapies also targeting c-Myc by the inhibition of protein translation have been found to be effective in MM in preclinical studies [38]. Considering that in MM: (i) the occurrence of mutations in genes involved in protein translation is frequent [39], (ii) protein biosynthesis is one of the most significantly upregulated biological process in MM vs. normal plasma cells [40], and (iii) c-Myc has a critical role in the biology of MM [41,42,43], we propose the synergistic inhibition of the oncogenic translation program, by the convergent down-modulation of mTORC1 and c-Myc, as one of the main causes of the anti-myeloma effect of the PIM-Pd combination.

## 4. Materials and Methods 

### 4.1. Drugs

PIM447 (PIM) was provided by Novartis Pharmaceuticals, Inc. (Basel, Switzerland). Pomalidomide (P) was purchased from Selleckchem (Houston, TX, USA) and dexamethasone (d) from Sigma–Aldrich (St Louis, MO, USA).

### 4.2. Cell Lines and Cultures 

The origin of the myeloma cell lines MM.1S, NCI-H929, RPMI-8226, OPM-2, and MM.1S-luc (luciferase-expressing) was previously described [6]. JJN3 was obtained from DSMZ (Braunschweig, Germany). Myeloma cell lines were cultured as described [6] and their identity confirmed by STR analysis with the PowerPlex 16 HS System kit (Promega) and online STR matching analysis (www.dsmz.de/fp/cgi-bin/str.html). The MM.1S-luc co-cultures with either the HS-5 cell line (purchased from ATCC, Manassas, VA, USA) or mesenchymal stromal cells obtained from the bone marrow of MM patients (BM-MSCs) were performed as reported [44]. Primary samples were obtained after approval of the Complejo Asistencial Universitario de Salamanca Review Board (E.O.: 08/91) on 26 May 2008, and after written informed consent of participating subjects, following the Declaration of Helsinki guidelines.

### 4.3. MTT, Cell Cycle, and Apoptosis Assays

MTT, cell-cycle, and apoptosis assays were performed as previously described [6]. In vitro synergism was quantified as described [6] obtaining a combination index (CI) with the following interpretation: CI > 1, antagonistic effect; CI = 1, additive effect; and CI < 1, synergistic effect. The ex vivo analysis of apoptosis induced by treatments on primary myeloma cells obtained from bone marrow samples of patients was performed as previously described [6].

### 4.4. Western Blot and Immunoprecipitation 

Protein lysis and Western blot were performed following standard procedures [6]. The complete list of antibodies is shown in Table S7. For immunoprecipitation assays, equal concentrations of cleared lysates were subjected to immunoprecipitation with an anti-4EBP1 antibody. Immunocomplexes were captured through overnight incubation at 4 °C with protein-A sepharose beads (Sigma-Aldrich, St Louis, MO, USA). The immunoprecipitates were analyzed by immunoblotting.

### 4.5. Determination of Protein Biosynthesis Levels 

The SUnSET technique for measuring protein synthesis was previously reported [45]. Briefly, 1 × 10^6^ cells were seeded and, after 24 h, the corresponding treatment was added and incubated for additional 24 h. Finally, 10 μg/mL puromycin (Invitrogen, Carlsbad, CA, USA) was added for 30 min before cells lysis. A negative control of protein synthesis was included: 50 μM cycloheximide (Sigma-Aldrich) was applied for 30 min before puromycin addition. Protein extraction and immunoblotting were performed as described above. The anti-puromycin antibody was obtained from Merck (Darmstadt, Germany).

### 4.6. Transcriptome Profiling Microarrays 

RNA was isolated, purified, and evaluated for integrity as previously described [46]. Labelling and hybridizations to ClariomTM S Assay human, washing, and scanning were performed following Affymetrix protocols (Santa Clara, CA, USA). Microarray data were normalized by the RMA method [47] implemented in the oligo (v.1.44.0) package in R (v.3.5.0) using a custom BrainArray [48] gene reference (Custom CDF, Ensembl version 22). Unsupervised analysis was performed in SIMFIT statistical software (v.7.4.1) using the Euclidean distance as a distance measure and the group average as the linkage method. Differentially expressed genes were identified using the SAM method via Shiny (v. 1.1.0) in R (https://github.com/MikeJSeo/SAM). Statistically significant gene lists were cross-compared using the DrawVenn online tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). Reactome [49] pathway overrepresentation and enrichment analyses were performed in the Webgestalt suite [50]. All microarray data have been deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/; accession number: GSE138440).

### 4.7. Reverse Transcription Quantitative PCR (RT-qPCR)

The reverse transcription reaction was performed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA). TaqMan Gene Expression Assays (Thermo Fisher Scientific) were performed according to manufacturer’s instructions and are specified in Table S8. Normalized gene expression was calculated as 2^−ΔCt^, being ΔCt = Ct (gene) − Ct (RNA18S5).

### 4.8. 2-NBDG Assay

To monitor glucose uptake we used 2-NBDG (ThermoFisher Scientific). MM.1S cells were incubated for 24 h in the absence or presence of the corresponding treatments. Then, the culture medium was removed and replaced with glucose-free medium (reference R1383 from Sigma–Aldrich) plus 2-NBDG (146 µM) for 30 min. Finally, cells were washed twice with cold PBS, incubated with 7AAD for 5 min, and analyzed by flow cytometry. 2-NBDG mean fluorescence intensity (MFI) was determined over the viable population.

### 4.9. Analysis of Drug Toxicity in Hematopoietic Populations

For the evaluation of drug toxicity, peripheral blood samples from healthy donors (*n* = 3) and MM patients (*n* = 3) were lysed with ammonium chloride to remove red blood cells, and white cells were culture with PIM447 (400 nM), pomalidomide (1000 nM), dexamethasone (10 nM) or the corresponding double and triple combinations for 24 and 48 h. After the incubation time, apoptosis induction on lymphocytes, granulocytes, and monocytes was evaluated by flow cytometry after staining with annexin V-FITC and anti-CD45-PercepCy5.5. Primary samples were obtained after approval of the Complejo Asistencial Universitario de Salamanca Review Board (ethical code: E.O.: 08/91) on May 26, 2008, and after written informed consent of participating subjects, following the Declaration of Helsinki guidelines.

### 4.10. Human Plasmacytoma Murine Model 

The human plasmacytoma model in CB17-SCID mice has been previously described [46]. To evaluate treatment efficacy, mice were randomized (4–5 mice/group) to receive the vehicle, PIM447 (50 mg/kg, 5 times/week by oral gavage), pomalidomide (6 mg/kg, 5 times/week, intraperitoneally-IP), dexamethasone (1 mg/kg, Monday–Tuesday, IP), or the corresponding double and triple combinations. 

In an independent experiment to explore the mechanism of action, mice were randomized (4 mice/group) when tumors reached an average volume of 1700 mm^3^ to be treated for two consecutive days with the vehicle, PIM447, pomalidomide + dexamethasone or PIM447 + pomalidomide + dexamethasone (same doses as above). Mice were sacrificed on the third day, and tumor protein and tissue samples were isolated. Terminal deoxynucleotidyl transferase (TdT) dUTP Nick-End Labeling (TUNEL) assay was performed as previously described [51]. Immunohistochemistry of c-Myc was performed using an anti-c-Myc antibody (Abcam, Cambridge, UK). The percentage of c-Myc-positive nuclei was quantified using the ARIOL automated image analysis system (Leica Biosystems, Wetzlar, Germany) on the entire tumor sample excluding necrotic areas. 

All animal experiments were conducted according to European Guidelines (Directive 2010/63/UE) and Spanish laws (RD53/2013) for the use of laboratory animals, and after being granted permission for animal experimentation from the University of Salamanca Animal Ethical Committee and Agriculture and Livestock Council of Junta de Castilla y León, (Registry Number 0000061; Registered User Center: ES372740000046).

### 4.11. Statistical Analyses 

Statistical analyses were performed using SPSS-v23.0 software (IBM Corp., Armonk, NY, USA) as indicated for each experiment. Specifically, differences in tumor growth among groups were analyzed using the log10 relative tumor volume (RTV) [52] as indicated.

## 5. Conclusions

In conclusion, the results presented in this work show the potent anti-myeloma activity of the combination of PIM447, the first and currently only pan-PIM kinase inhibitor to have reached clinical development in MM, with the standard-of-care Pd, and provide some clues to the potential mechanisms involved in this effect. These preclinical data support the clinical development of the triple combination PIM-Pd for the treatment of patients with MM.

## Figures and Tables

**Figure 1:**
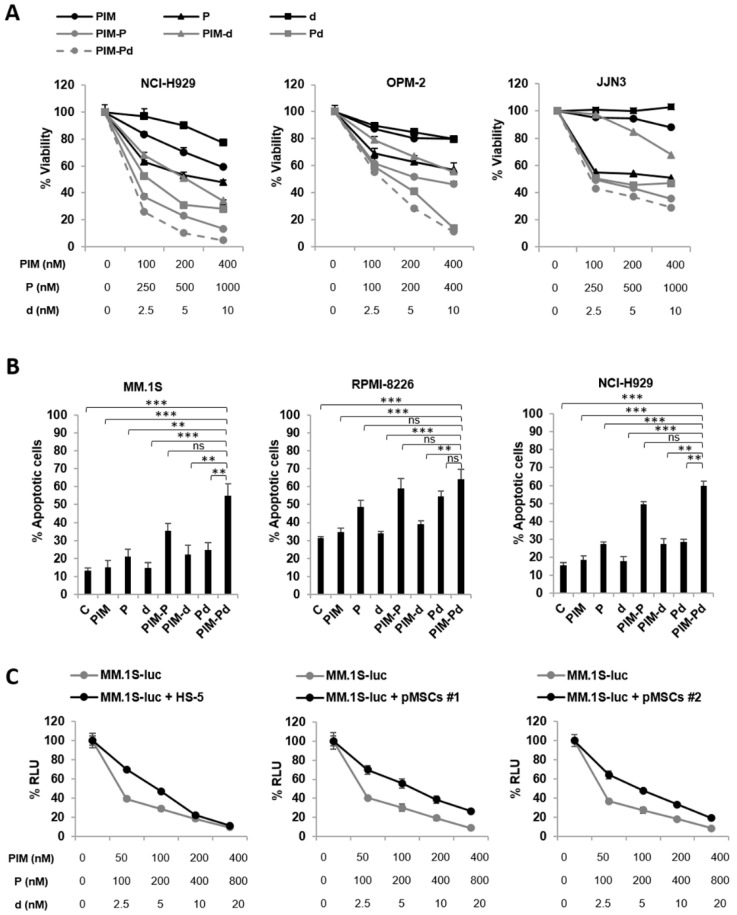
The triple combination PIM-Pd has a synergistic effect on MM cell lines and overcomes the proliferative advantage conferred by BM-MSCs. (**A**) NCI-H929, OPM-2 and JJN3 cell lines were treated for 72 h with the indicated doses of PIM447 (PIM), pomalidomide (P) or dexamethasone (d) alone or in double and triple combinations, and the percentage of cell viability was calculated based on MTT assay (control, 100%). Data represent the mean ± SD. (**B**) MM.1S, RPMI-8226, and NCI-H929 cells were incubated in the absence (control, **C**) or presence of the indicated treatments for 72 h, and the percentage of apoptotic cells was analyzed by flow cytometry after staining with Annexin V-FITC/PI. Data represent the mean ± SEM of three independent experiments. Statistically significant differences among different conditions were evaluated by one-way ANOVA followed by Tukey’s HSD post-hoc test. Differences between PIM-Pd treatment and all other conditions are indicated: ** *p* < 0.01; *** *p* < 0.001; ns = not significant. Doses of PIM/P/d (in nM): 100/200/5 for MM.1S; 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929. (**C**) MM.1S-luc cells were co-cultured for 72 h with the HS-5 cell line or with BM-MSCs obtained from two patients with MM in the presence of the indicated dose combinations of PIM-Pd. After the co-culture period, MM.1S-luc viability was assessed by luciferase bioluminescence measurement. Graphs illustrate the mean ± SD.

**Figure 2:**
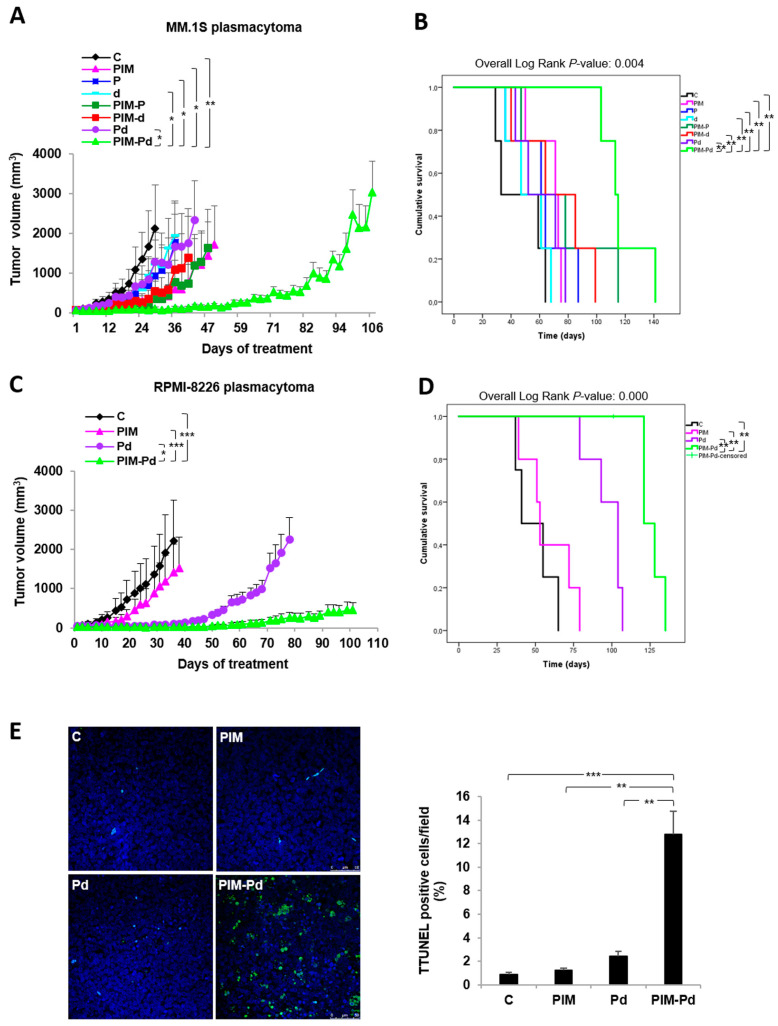
The triple combination PIM-Pd significantly delays tumor growth and improves survival in human plasmacytoma murine models in CB17-SCID mice. (**A**) CB17-SCID mice bearing MM.1S subcutaneous plasmacytomas (generated by injection of 3 × 10^6^ MM.1S cells/mouse) were randomly assigned to receive vehicle (control group; C), PIM447 (PIM), pomalidomide (P), dexamethasone (d), or the respective double and triple combinations (*n* = 4 per group), according to the treatment schedule indicated in the Methods section. Tumor diameters were measured every other day, and tumor volume was estimated as the volume of a 3D ellipse. Data represent the mean ± SEM. Differences in tumor growth among groups were analyzed using the log10 relative tumor volume (RTV) calculated as the final tumor volume, corresponding to the last day for which each curve is represented (when the first mouse of each group died), divided by the initial tumor volume for each mouse. Statistical differences in log10 RTV were assessed by one-way ANOVA followed by Tukey´s HSD post-hoc test. Differences between PIM-Pd treatment and all other conditions are indicated: * *p* < 0.05; ** *p* < 0.01. (**B**), Survival of mice in “A” represented in a Kaplan–Meier curve. Statistical significance was evaluated by the log-rank (Mantel–Cox) test. Differences between PIM-Pd treatment and all other conditions are indicated: ** *p* < 0.01. (**C**), CB17-SCID mice bearing RPMI-8226 subcutaneous plasmacytomas (generated by injection of 5 × 10^6^ RPMI-8226 cells/mouse) were randomly assigned to receive vehicle (control group; C), PIM, Pd, or PIM-Pd (*n* = 5 per group). Treatment schedule and calculation of tumor volume as in “A”. Data represent the mean ± SEM. Statistical analysis was performed as in “A”. Differences between PIM-Pd treatment and all other conditions are indicated: * *p* < 0.05; *** *p* < 0.001. (**D**), Survival of mice in “C” represented in a Kaplan–Meier curve. Statistical significance was evaluated by the log-rank (Mantel–Cox) test. Differences between PIM-Pd treatment and all other conditions are indicated: ** *p* < 0.01. (**E**), Representative micrographs of TUNEL-stained tumor sections from mice treated for two consecutive days with the vehicle (control; C), PIM, Pd or PIM-Pd (scale bar = 50 µm). Bar chart represents the percentage of TUNEL-positive cells of the DAPI-stained total nuclei (12 fields 630× per experimental condition, three plasmacytomas per condition). Data are expressed as the mean ± SEM. Statistically significant differences among treatment groups were evaluated by one-way ANOVA followed by the Games–Howell post-test. Differences between PIM-Pd treatment and all other conditions and are represented as ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
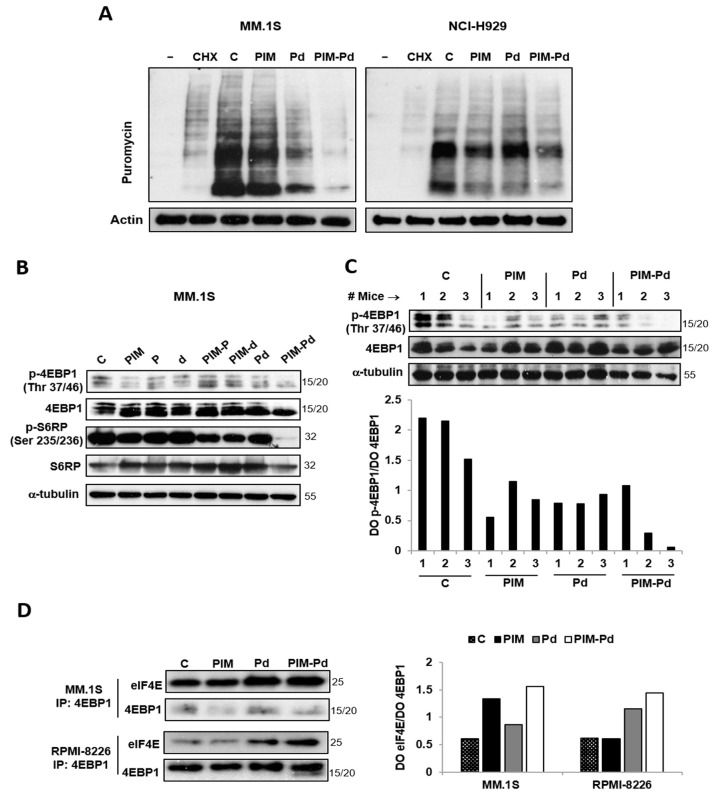
The PIM-Pd combination inhibits global protein synthesis in myeloma cells. (**A**) The SUnSET technique relies on the incorporation of puromycin into nascent proteins and its subsequent detection with an anti-puromycin antibody. MM.1S and NCI-H929 cells were incubated for 24 h in the absence (control; C) or presence of the indicated treatments and then exposed to puromycin (10 μg/mL) for 30 min. Cellular extracts were prepared and analyzed by immunoblotting with an antibody raised against puromycinylated proteins using actin as loading control. The “-” condition indicates a control without puromycin. A condition pre-incubated with cycloheximide (CHX, 50 μM) for 30 min before adding puromycin was also included. (**B**) MM.1S cells were incubated for 48 h in the absence (control; C) or presence of the indicated treatments. The expression of p-4EBP1 (phosphorylated at Thr 37/46), 4EBP1, p-S6RP (phosphorylated at Ser 235/236), and S6RP was evaluated by Western blot. Loading control: α-tubulin. (**C**) Expression of p-4EBP1 (Ser 235/236) and 4EBP1 in protein samples obtained from large MM.1S plasmacytomas of mice treated for two consecutive days with the vehicle (control; C), PIM, Pd, and PIM-Pd as indicated in the Methods section. Loading control: α-tubulin. Bands corresponding to p-4EBP1 and 4EBP1 were quantified by densitometry analysis (using ImageJ software, National Institutes of Health, Bethesda, Maryland, USA) and normalized to α-tubulin, and the ratio p-4EBP1/4EBP1 was calculated. (**D**) Protein extracts were prepared from MM.1S and RPMI-8226 cells untreated (control; C) or treated for 48 h with PIM, Pd or PIM-Pd. The extracts were subjected to immunoprecipitation (IP) with an anti-4EBP1 antibody and analyzed by western blot using an anti-eIF4E antibody (**left panel**). Bands were quantified by densitometry analysis (ImageJ software), and eIF4E bound to 4EBP1 was represented as the ratio eIF4E/4EBP (**right panel**). Doses of PIM/P/d used in (**A**,**B**,**D**) (in nM): 100/200/5 for MM.1S; 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929.

**Figure 4:**
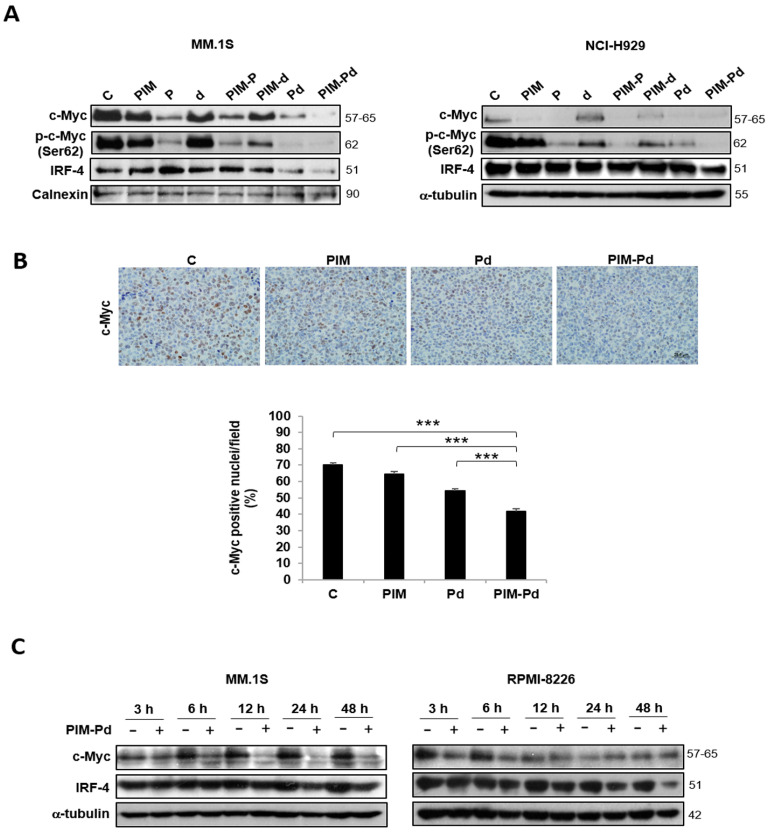
Treatment of myeloma cells with PIM-Pd reduces the expression of the survival factors c-Myc and IRF4. (**A**) Expression of c-Myc, p-c-Myc (phosphorylated at Ser62), and IRF4 analyzed by Western blot in MM.1S and NCI-H929 cells after incubation in the absence (control; C) or presence of the indicated treatments for 48 h. (**B**) Representative images (60× magnification) of immunohistochemical staining of c-Myc in tumor sections isolated from mice treated for two consecutive days with the vehicle (control; C), PIM, Pd or PIM-Pd as specified in the Methods section. Scale bar = 20 µm. Bar chart represents the percentage of c-Myc-positive nuclei per field quantified using the ARIOL automated image analysis system (Leica Biosystems, Wetzlar, Germany). Statistically significant differences among treatment groups and pairwise comparisons were evaluated by Kruskal–Wallis test. Differences between PIM-Pd treatment and all other conditions are indicated: *** *p* < 0.001. (**C**) MM.1S and RPMI-8226 cells were incubated in the absence (−) or presence (+) of the PIM-Pd combination for 3, 6, 12, 24, and 48 h, and the expression of c-Myc and IRF4 was evaluated by Western blot. Loading control: α-tubulin. In **A** and **C** doses of PIM/P/d were (in nM): 100/200/5 for MM.1S; 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929.

**Figure 5:**
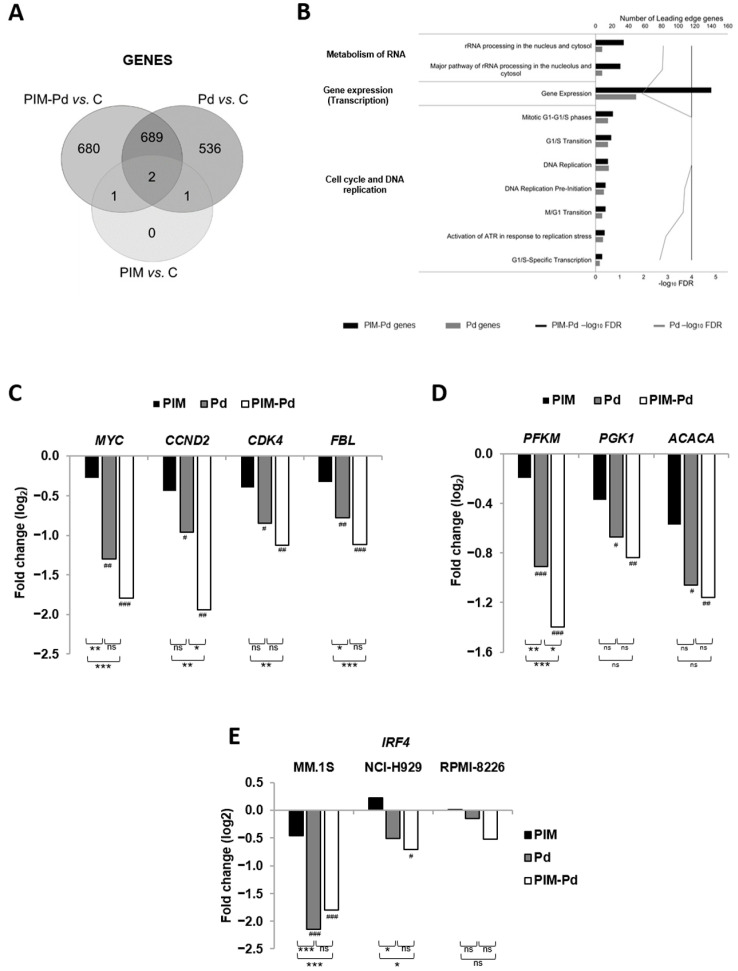
Treatment of myeloma cells with PIM-Pd deregulates pathways involved in the cell cycle, gene expression, metabolism of RNA, and energy metabolism. RNA was isolated from three independent experiments of MM.1S cells untreated (control; C) or sub-lethally treated (% viability > 74%) with: PIM (PIM447 100 nM, for 24 h), Pd (pomalidomide 200 nM + dexamethasone 5 nM, for 15 h) or PIM-Pd (PIM447 100 nM + pomalidomide 200 nM + dexamethasone 5 nM, for 10 h). Subsequently, samples were hybridized to ClariomTM S Assay, human, according to Affymetrix protocols. (**A**) Venn diagram of the significantly deregulated genes after treatment with PIM, Pd, and PIM-Pd vs. control. (**B**) Graph showing in black bars the ten most significantly deregulated pathways after PIM-Pd treatment together with the number of leading edge genes and the significance of each one expressed as –log10 FDR. Data for Pd treatment are represented in grey bars. The TopLevel pathways, according to the Reactome database, are indicated on the left side. (**C**–**E**) mRNA levels of *MYC*, *CCND2* (cyclin D2), *CDK4*, *FBL* (fibrillarin), *PFKM* (phosphofructokinase), *PGK1* (phosphoglycerate kinase), *ACACA* (acetyl-CoA carboxylase), and *IRF4* were assessed by RT-qPCR. The results are shown as the magnitude of change between treated and untreated cells after normalization with 18S rRNA and correspond to the average of three experiments. Statistically significant differences among groups were evaluated by one-way ANOVA followed by Tukey´s HSD post-test. Pairwise differences between treatment groups are indicated as *** *p* < 0.001, ** *p* < 0.01, and * *p* < 0.05. Pairwise differences between each treatment group and control (untreated) condition are indicated as ### *p* < 0.001, ## *p* < 0.01, and # *p* < 0.05. Not significant = ns. Doses of PIM/P/d were (in nM): 100/200/5 for MM.1S; 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929.

**Figure 6:**
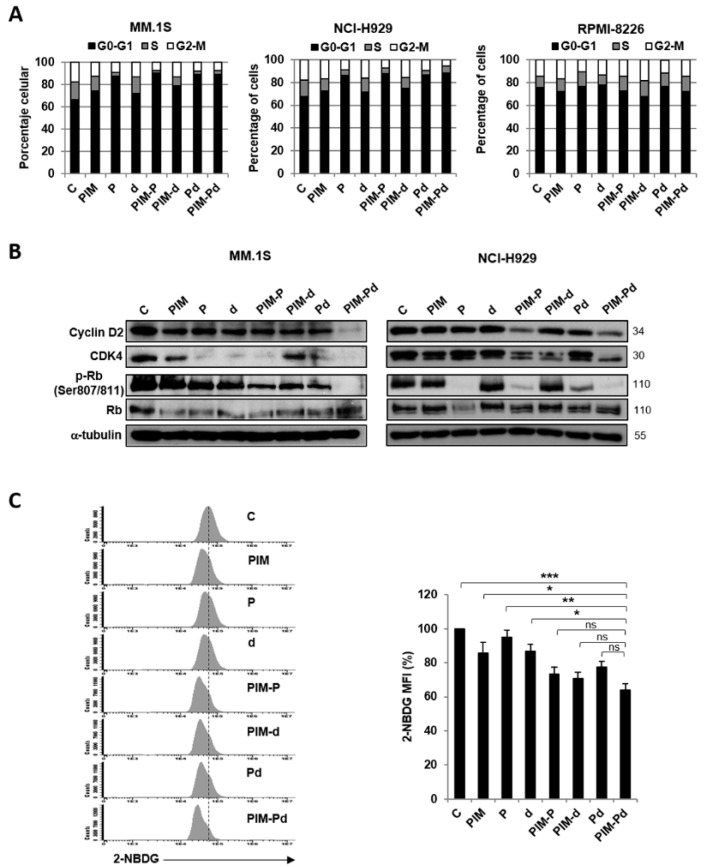
Treatment of myeloma cells with the triple combination PIM-Pd induces cell cycle arrest and reduces glucose uptake. (**A**) Percentage of different phases of the cell cycle in MM.1S, NCI-H929, and RPMI-8226 cell lines after incubation in the absence (control; C) or presence of PIM447 (PIM), pomalidomide (P), dexamethasone (d) or the corresponding double and triple combinations for 72 h. Data represent the means of three independent experiments. (**B**) Expression of cyclin D2, CDK4, Rb, and p-Rb (phosphorylated at Ser807/811) in MM.1S and NCI-H929 cell lines after incubation in the absence (control; C) or presence of the indicated treatments for 48 h. (**C**) Left panel: representative flow cytometry histograms showing the 2-NBDG uptake by MM.1S cells untreated (control; C) or treated with the indicated treatments for 24 h. Right panel: 2-NBDG MFI expressed as a percentage with respect to the control condition. Data represent the mean ± SEM of three independent experiments. Statistically significant differences among different conditions were evaluated by one-way ANOVA followed by Tukey´s HSD post-hoc test. Differences between PIM-Pd treatment and all other conditions are indicated: * *p* < 0.05; ** *p* < 0.01; *** *p*< 0.001; ns = not significant. In A, B, and C, doses of PIM/P/d were (in nM): 100/200/5 for MM.1S; 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/10/2743/s1. Figure S1: Time kinetics study of the synergy of the PIM-Pd combination in different MM cell lines, Figure S2: Ex vivo effect of the PIM-Pd combination on myeloma cells from patients, Figure S3: The triple combination PIM-Pd does not modify the viability of BM-MSCs, Figure S4: Effect of PIM-Pd administration on body weight in xenograft CB17-SCID mouse models of myeloma, Figure S5: Evaluation of the toxicity of the PIM-Pd combination in hematopoietic populations in healthy donors’ blood samples, Figure S6: Evaluation of the toxicity of the PIM-Pd combination in hematopoietic populations in MM patients’ blood samples, Figure S7: The triple combination PIM-Pd largely reduced the volume of large plasmacytomas after two doses of treatment, Figure S8: Effect of the PIM-Pd combination on global protein synthesis and the mTORC1 pathway in myeloma cells, Figure S9: Ratio p-c-Myc/c-Myc after treatment with PIM447 (PIM), pomalidomide (P), dexamethasone (d) or the corresponding drug combinations, Figure S10: Effect of the PIM-Pd combination on the expression of c-Myc, phospho-c-Myc, and IRF4 in RPMI-8226 cells, Figure S11: Percentage cell viability in samples used to hybridize gene expression microarrays for transcriptomic profiling, Figure S12: Effect of the PIM-Pd combination on the expression of cell cycle-related genes, Figure S13: Pathways exclusively deregulated in MM.1S cells after treatment with PIM-Pd, Figure S14: Effect of the triple combination PIM-Pd on the expression of *PFKM* in NCI-H929 and RPMI-8226 cell lines, Table S1: Combination indices (CI) corresponding to the indicated double or triple combinations of PIM447 (PIM), pomalidomide (P), and dexamethasone (d) in NCI-H929, OPM-2, and JJN3 cell lines. CI values were calculated with Calcusyn software based on data from MTT assay after 72 h of treatment, Table S2: Evaluation of toxicity symptoms in the MM1S plasmacytoma model, Table S3: Evaluation of toxicity symptoms in the RPMI-8226 plasmacytoma model, Table S4: Genes significantly deregulated in MM.1S cells with the PIM-Pd combination compared to untreated control cells, Table S5: Genes significantly deregulated in MM.1S cells with the Pd combination compared to untreated control cells, Table S6: Genes significantly deregulated in MM.1S cells with PIM447 treatment compared to untreated control cells, Table S7: List of antibodies used for immunoblotting, Table S8: TaqMan Gene Expression Assays from Thermo Fisher Scientific.

# Supplementary material for: Protein Translation Inhibition is Involved in the Activity of the Pan-PIM Kinase Inhibitor PIM447 in Combination with Pomalidomide-Dexamethasone in Multiple Myeloma
**Source:** Cancers (Basel). 2020 Sep 24;12(10):2743. doi: 10.3390/cancers12102743
**Supplement:** Supplementary file 1

Article

Protein Translation Inhibition is Involved in the Activity of the Pan-PIM Kinase Inhibitor PIM447 in Combination with Pomalidomide-Dexamethasone in Multiple Myeloma

Teresa Paíno, Lorena González-Méndez, Laura San-Segundo, Luis A. Corchete, Susana Hernández-García, Andrea Díaz-Tejedor, Esperanza M. Algarín, Pedro Mogollón, Montserrat Martín-Sánchez, Norma C. Gutiérrez, María-Victoria Mateos, Mercedes Garayoa and Enrique M. Ocio

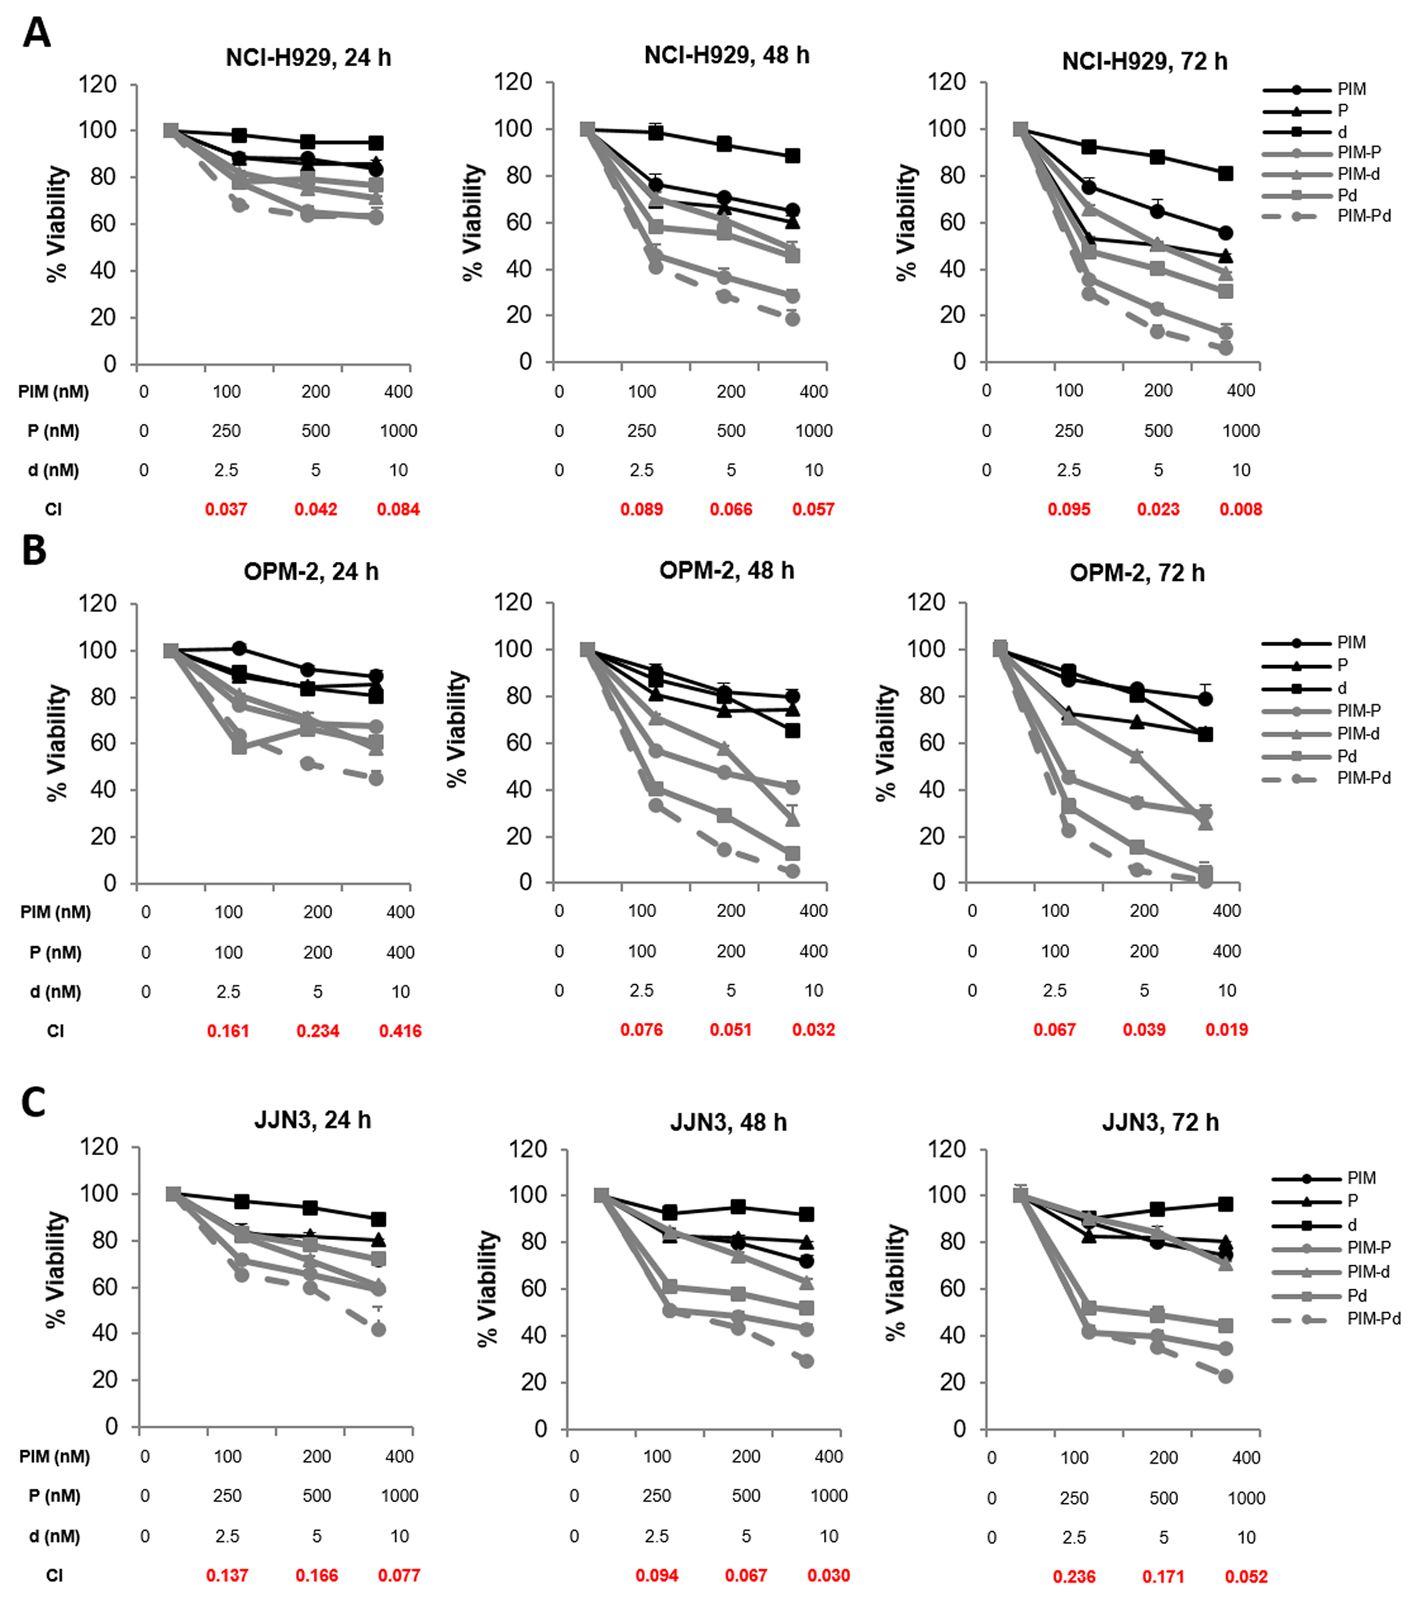

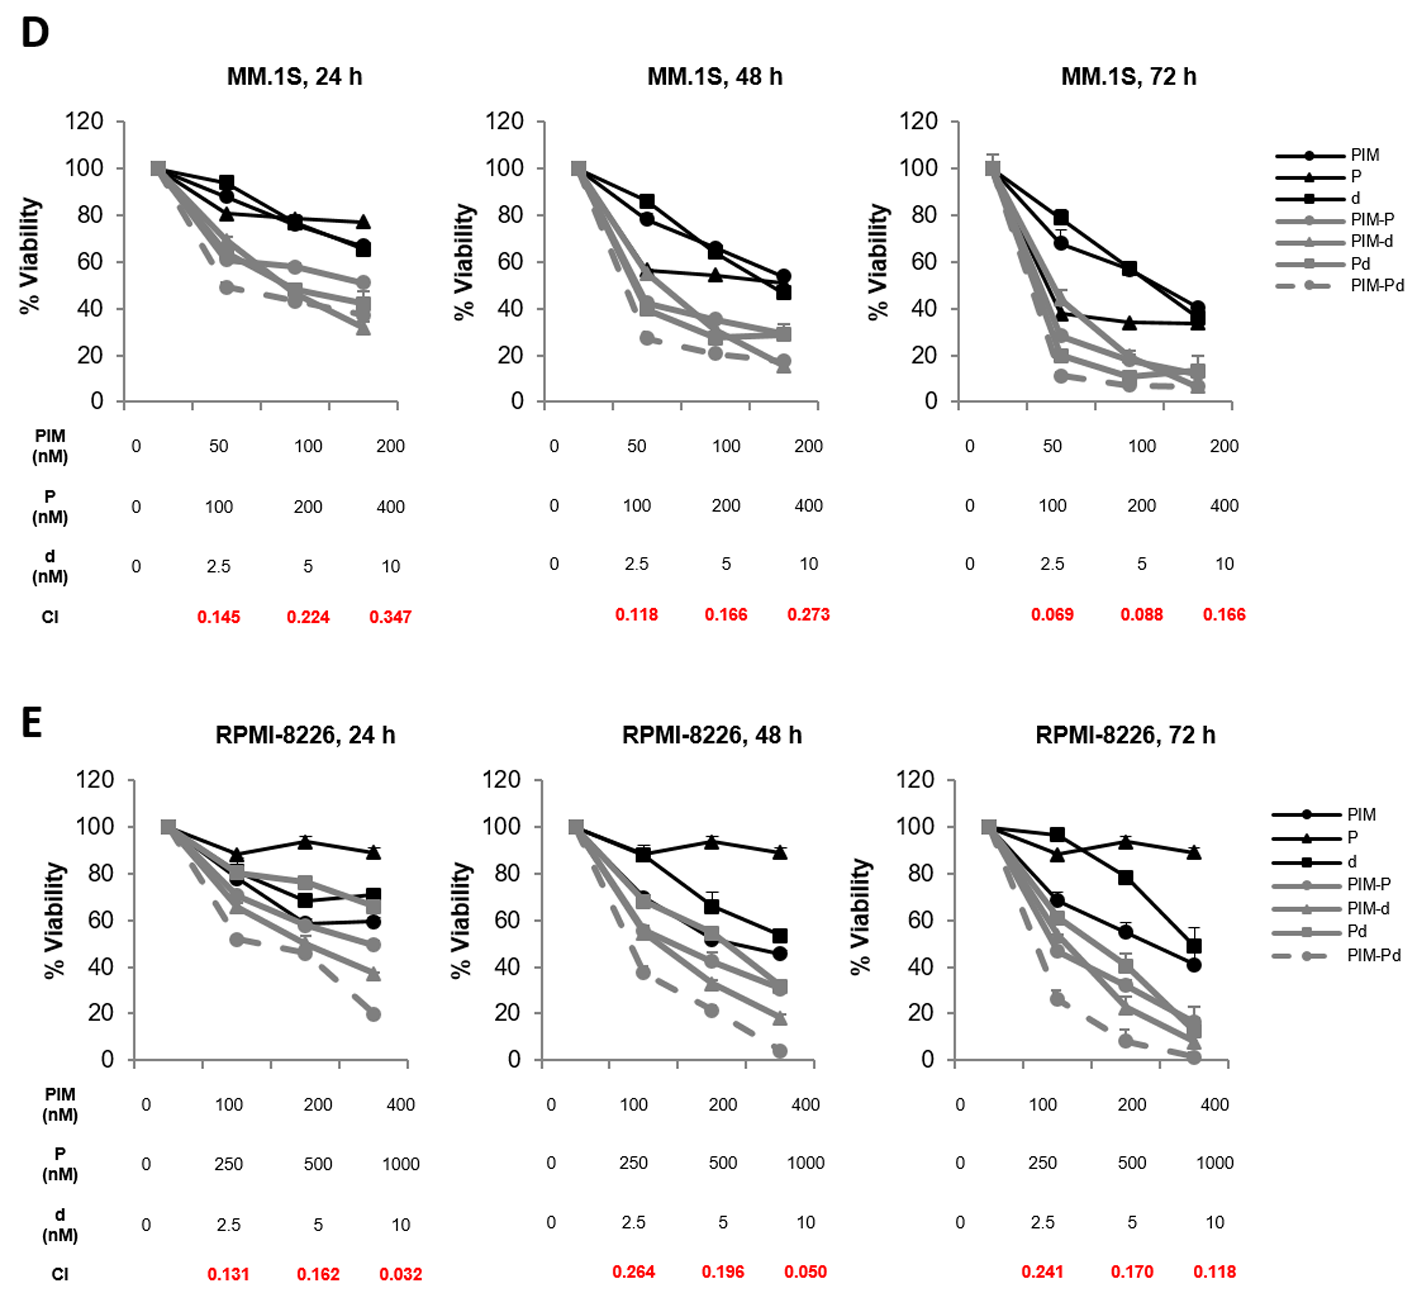

**Figure S1.** Time kinetics study of the synergy of the PIM-Pd combination in different MM cell lines. (**A**) NCI-H929, (**B**) OPM-2, (**C**) JJN3, (**D**) MM.1S and (**E**) RPMI-8226 cell lines were treated for 24, 48 and 72 h with the indicated doses of PIM447 (PIM), pomalidomide (P) or dexamethasone (d) alone or in double and triple combinations, and the percentage of cell viability was calculated based on MTT assay (control,100%). Data represent mean ± SD. CI = combination index corresponding to the PIM-Pd combination.

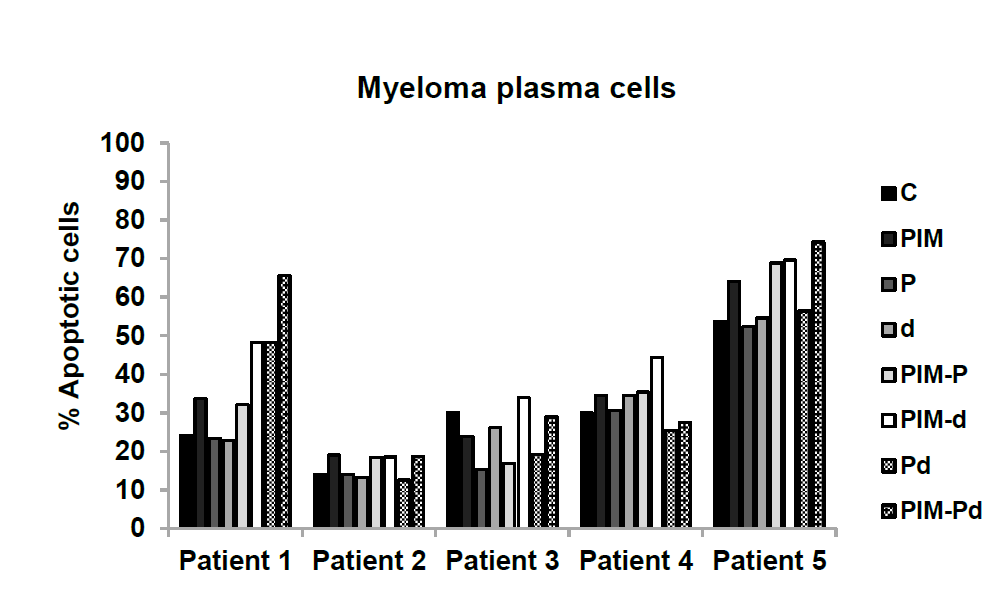

**Figure S2.** Ex vivo effect of the PIM-Pd combination on myeloma cells from patients. Freshly isolated BM cells obtained from 5 patients with multiple myeloma were treated *ex vivo* with PIM447 (PIM), pomalidomide (P) or dexamethasone (d) alone or the corresponding double and triple combinations for 48 h. After the incubation period, cells were stained with the combination of annexin V–FITC and three monoclonal antibodies (CD56-PE, CD45-PerCP-Cy5.5 and CD38-APC) which allowed the evaluation of apoptosis (annexinV^+^) in myeloma cells (CD38^+bright^, CD45^−/low^, SSC^low/intermediate^,CD56^−/+^). Doses: PIM447 (1 μM), pomalidomide (10 μM) and dexamethasone (10 nM).

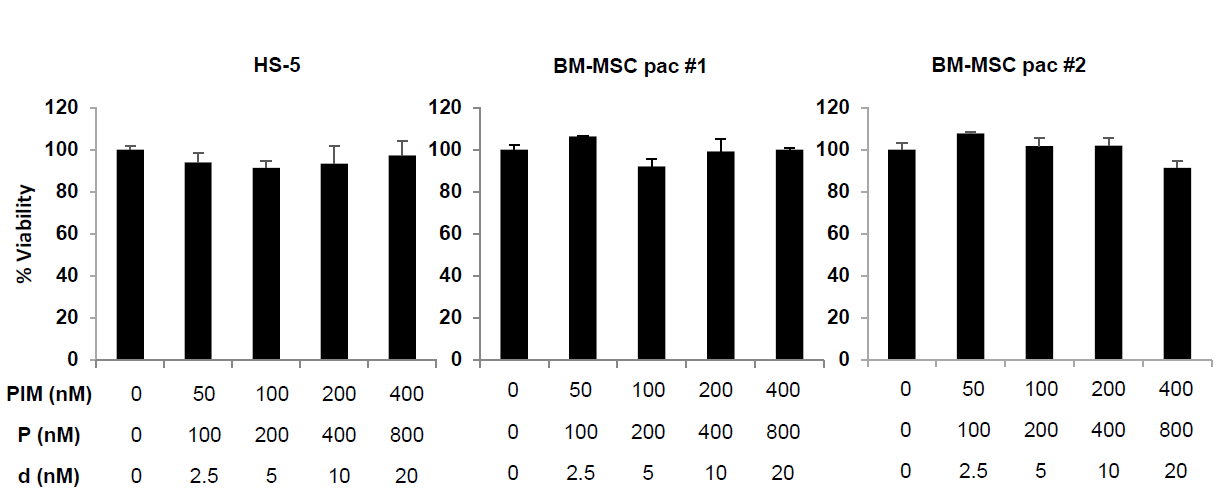

**Figure S3.** The triple combination PIM-Pd does not modify the viability of BM-MSCs. HS-5 cells or BM-MSCs from two patients with MM (pac #1 and pac #2) were treated for 72 h with the triple combination PIM-Pd at the indicated doses, and the percentage of cell viability was calculated based on MTT assay (control,100%).

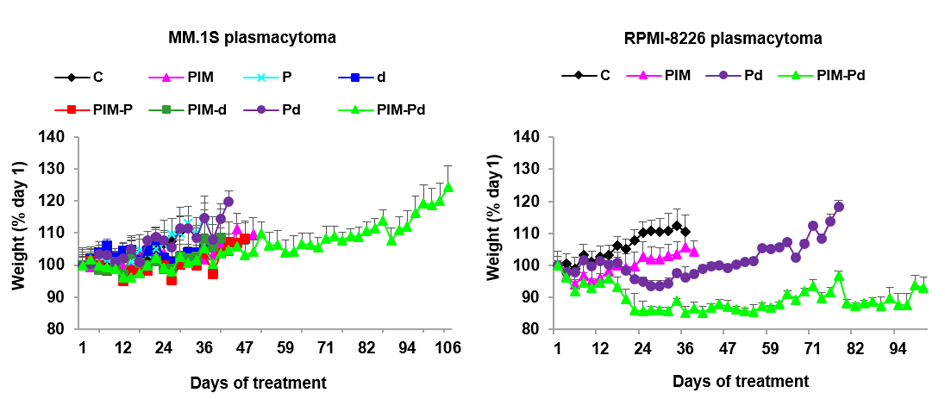

**Figure S4.** Effect of PIM-Pd administration on body weight in xenograft CB17-SCID mouse models of myeloma. The body weight of mice was monitored in the MM.1S (**left**) and RPMI-8226 (**right**) plasmacytoma models throughout the treatment period, and the percentage of weight at each day of treatment was calculated considering day 1 as 100%. Data are summarized as the mean ± SEM.

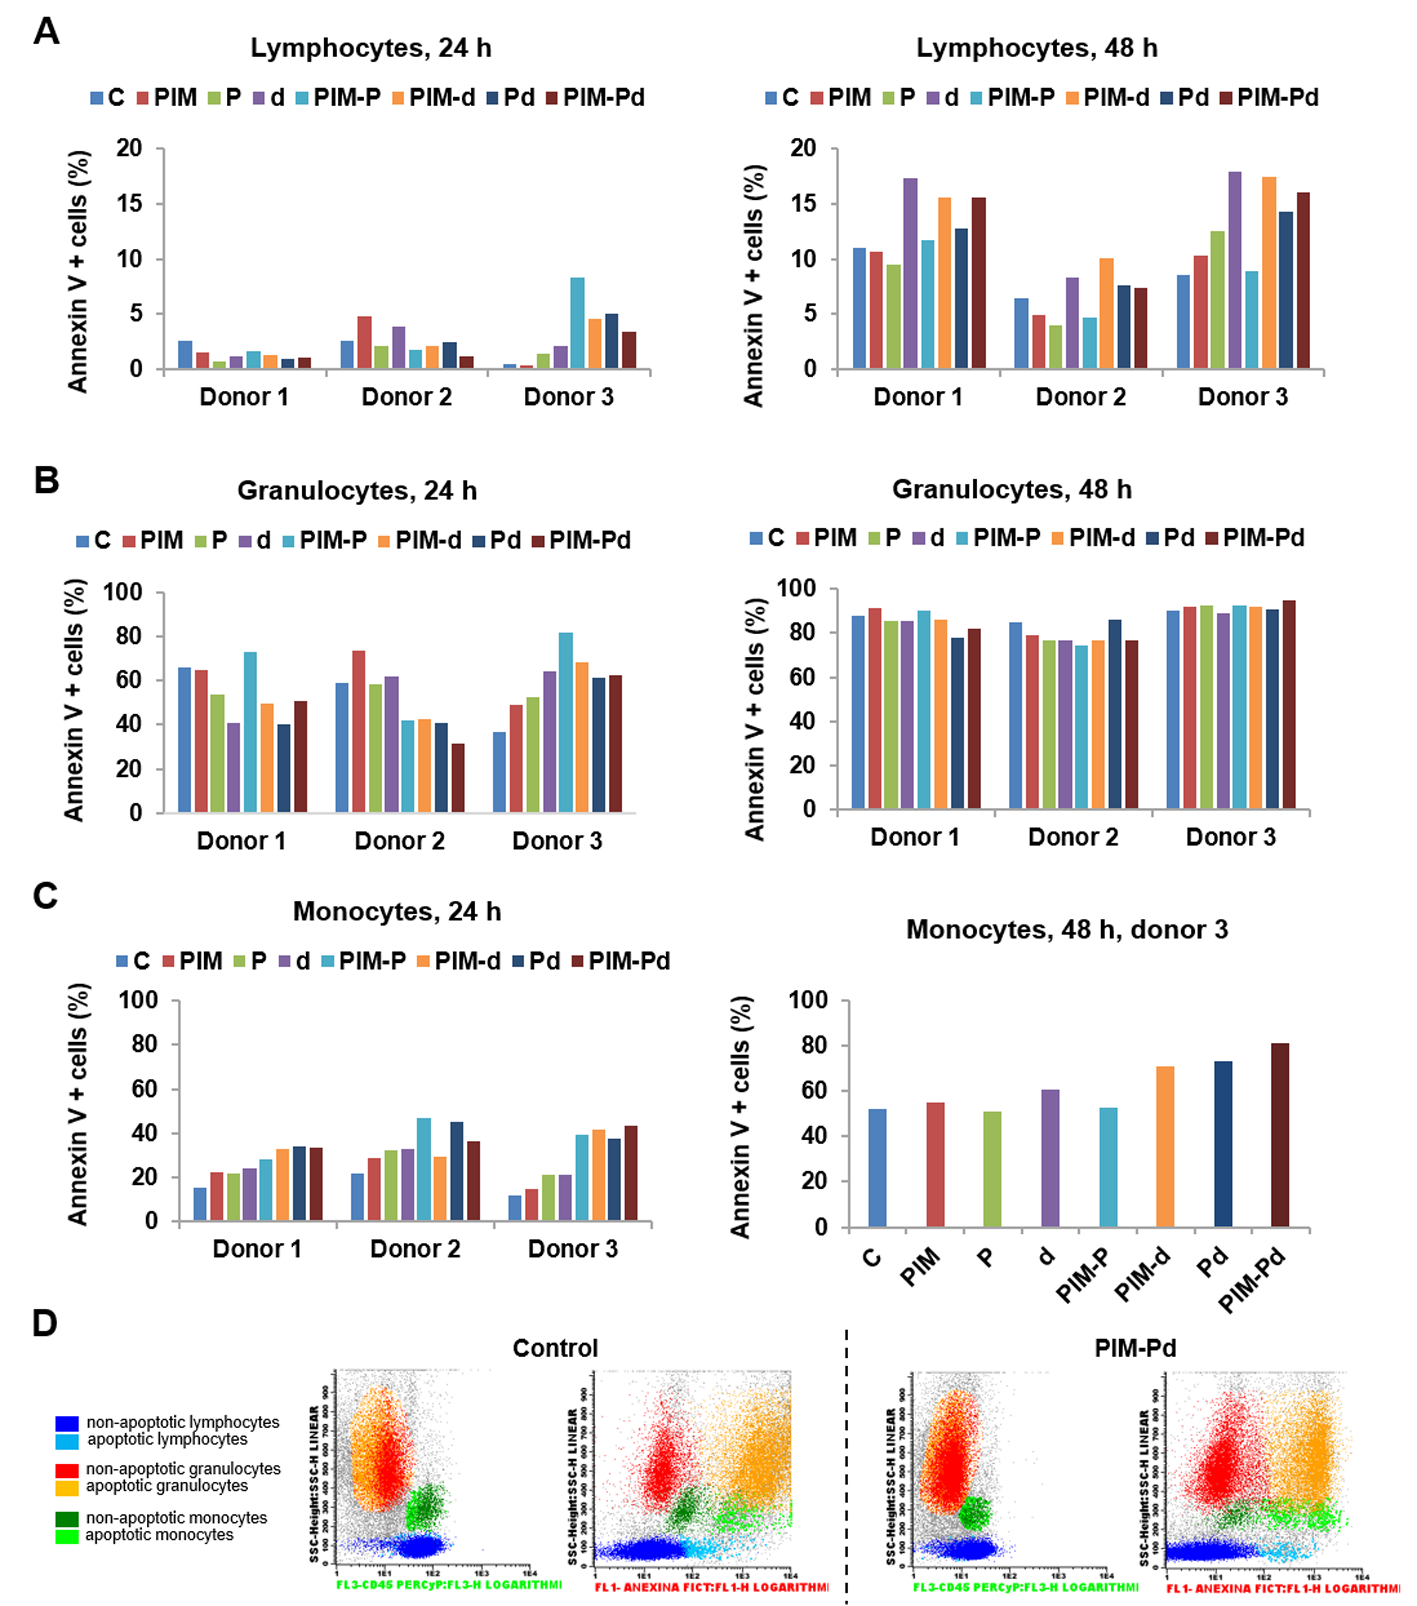

**Figure S5.** Evaluation of the toxicity of the PIM-Pd combination in hematopoietic populations in healthy donors’ blood samples. Peripheral blood samples from three healthy donors were lysed to remove red blood cells and subsequently cultured in absence (control; C) or presence of the indicated treatments. After 24 and 48 h, apoptosis was analyzed by flow cytometry in (**A**) lymphocytes, (**B**) granulocytes and (**C**) monocytes. (**D**) Illustrative dot-plots corresponding to donor1 (24 h) showing the gating strategy. Doses of PIM447 (PIM), pomalidomide (P) and dexamethasone (d) were 400 nM, 1 μM and 10 nM, respectively.

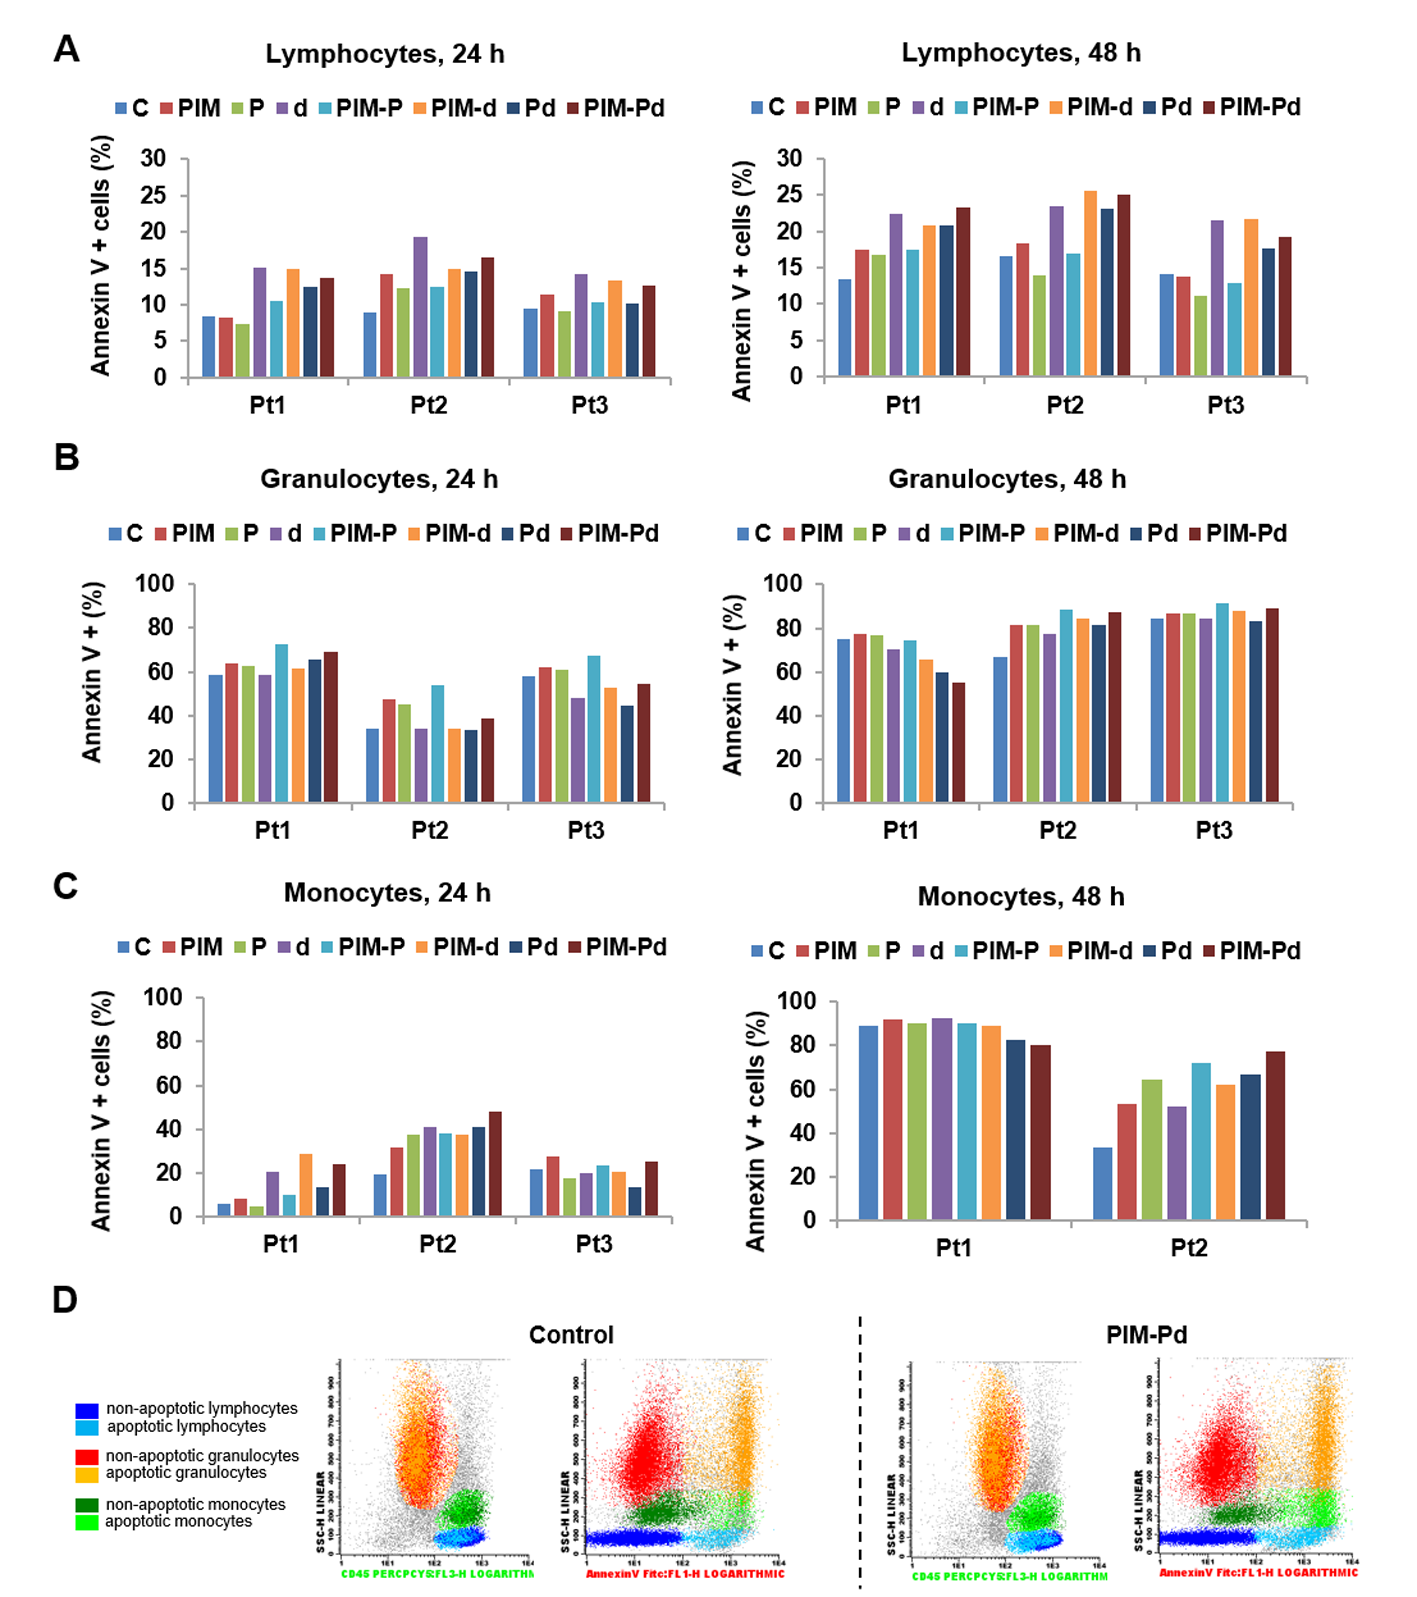

**Figure S6.** Evaluation of the toxicity of the PIM-Pd combination in hematopoietic populations in MM patients’ blood samples. Peripheral blood samples from three MM patients were lysed to remove red blood cells and subsequently cultured in absence (control; C) or presence of the indicated treatments. After 24 and 48 h, apoptosis was analyzed by flow cytometry in (**A**) lymphocytes, (**B**) granulocytes and (**C**) monocytes. (**D**) Illustrative dot-plots corresponding to patient 2 (Pt2, 24 h) showing the gating strategy. Doses of PIM447 (PIM), pomalidomide (P) and dexamethasone (d) were 400 nM, 1 μM and 10 nM, respectively.

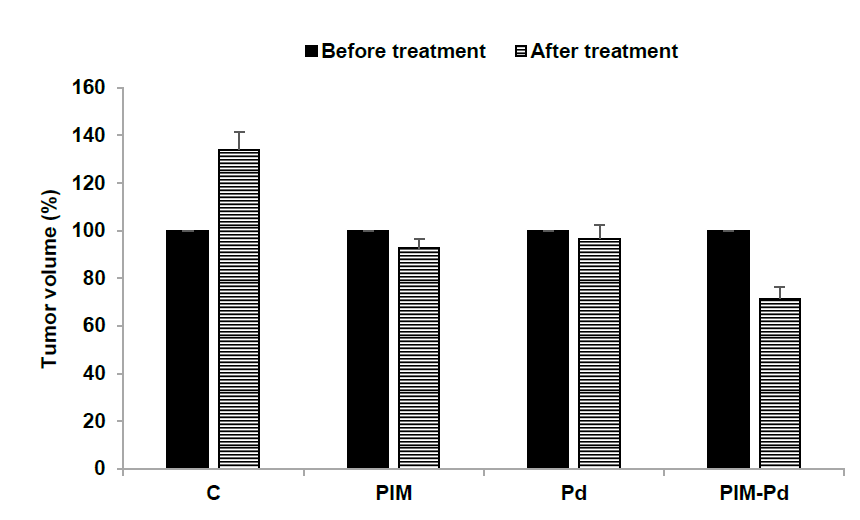

**Figure S7.** The triple combination PIM-Pd largely reduced the volume of large plasmacytomas after two doses of treatment. CB17-SCID mice bearing large MM.1S subcutaneous plasmacytomas (approximately median volume, 1700 mm^3^) were randomly assigned to receive two doses of vehicle (control; C), PIM447 (PIM), pomalidomide + dexamethasone (Pd) or the triple combination PIM-Pd, distributed in two consecutive days (*n* = 3 per group). Graph represents the percentage of tumor volume before and after two doses of treatment, considering the condition “before treatment” as 100%.

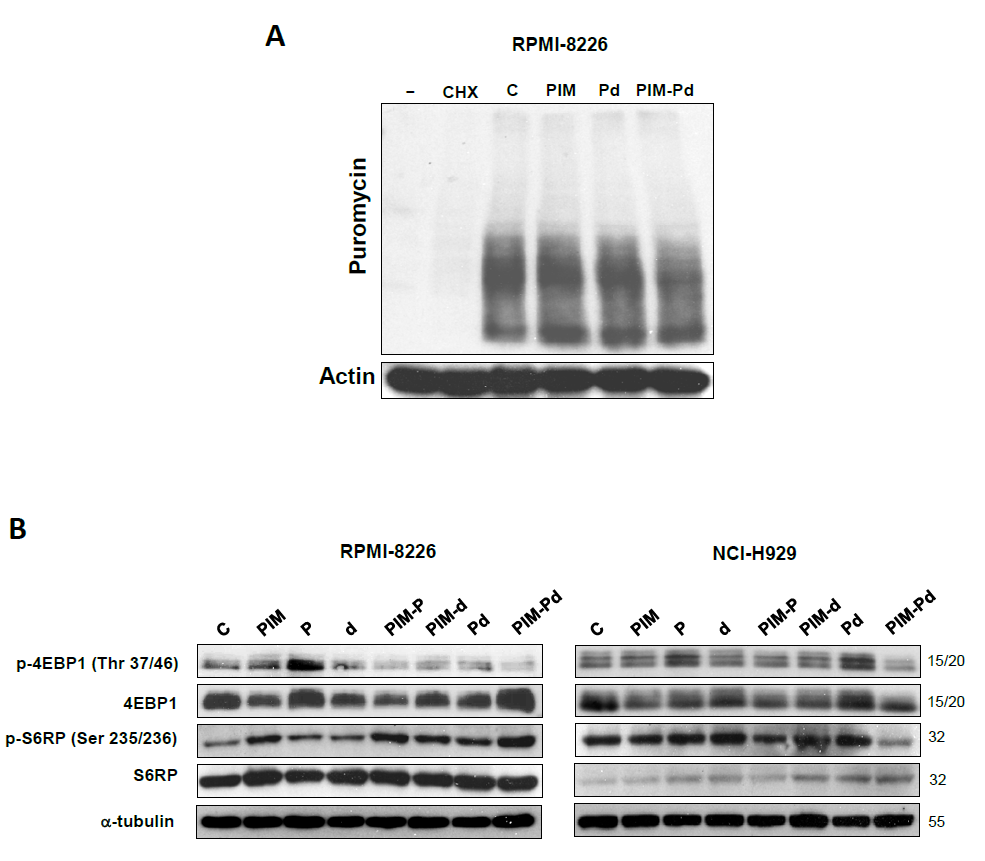

**Figure S8.** Effect of the PIM-Pd combination on global protein synthesis and mTORC1 pathway in myeloma cells. (**A**) RPMI-8226 cells were incubated for 24 h in absence (control; C) or presence of PIM, Pd or PIM-Pd, and then exposed to puromycin (10 μg/mL) for 30 minutes. Cellular extracts were prepared and analyzed by immunoblotting with an antibody against puromycinylated proteins. Loading control: actin. The “-“ condition indicates a control without puromycin. A condition pre-incubated with cycloheximide (CHX, 50 μM) for 30 min before adding puromyc in was also included. (**B**) RPMI-8226 and NCI-H929 cells were incubated for 48 h in absence (C) or presence of the indicated treatments. The expression of p-4EBP1 (phosphorylated at Thr 37/46), 4EBP1, p-S6RP (phosphorylated at Ser 235/236) and S6RP was evaluated by Western blot using α-tubulin as loading control. Doses of PIM/P/d (in nM): 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929.

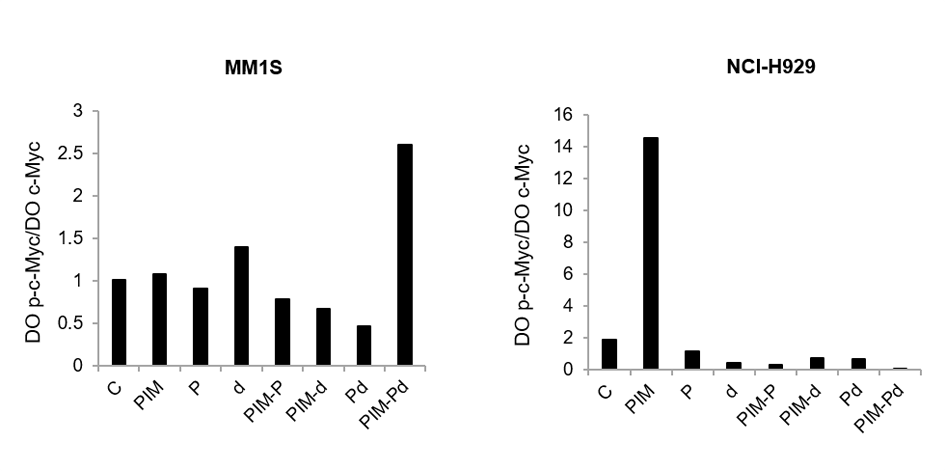

**Figure S9.** Ratio p-c-Myc/c-Myc after treatment with PIM447 (PIM), pomalidomide (P), dexamethasone (d) or the corresponding drug combinations. Bands corresponding to p-c-Myc and c-Myc in Figure 4A were quantified by densitometry analysis (using ImageJ software, National Institutes of Health, Bethesda, Maryland, USA) and normalized to loading control protein, and the ratio p-c-Myc/c-Myc was calculated.

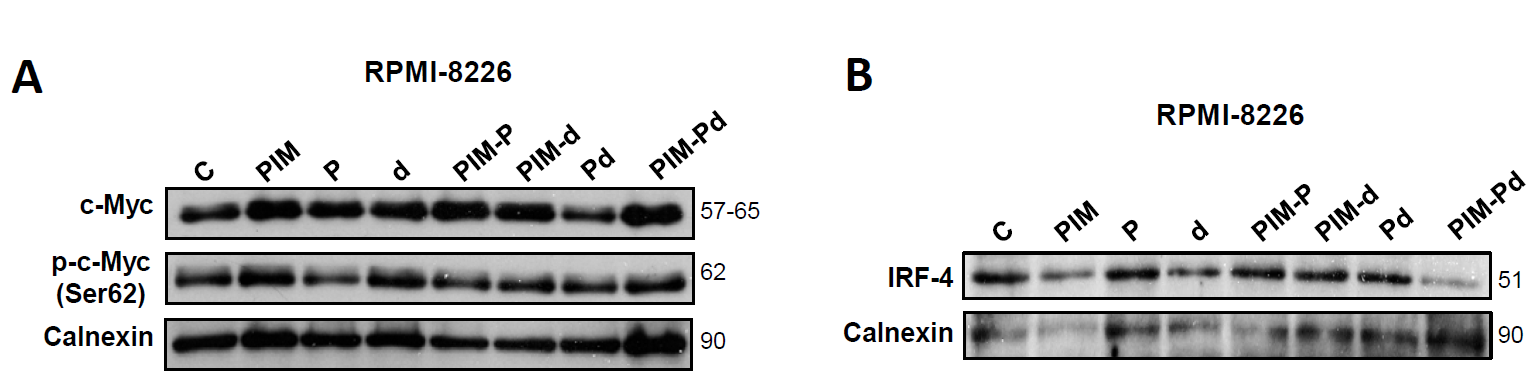

**Figure S10.** Effect of the PIM-Pd combination on the expression of c-Myc, phospho-c-Myc and IRF4 in RPMI-8226 cells. RPMI-8226 cells were incubated in absence(control; C) or presence of PIM447 (PIM; 100 nM), pomalidomide (P; 250 nM), dexamethasone (d; 2.5 nM) or the corresponding double and triple combinations for 48 h, and the expression of c-Myc and p-c-Myc (phosphorylated at Ser62) (**A),** and IRF4 **(B)** was evaluated by Western blot. Calnexin was used as loading control.

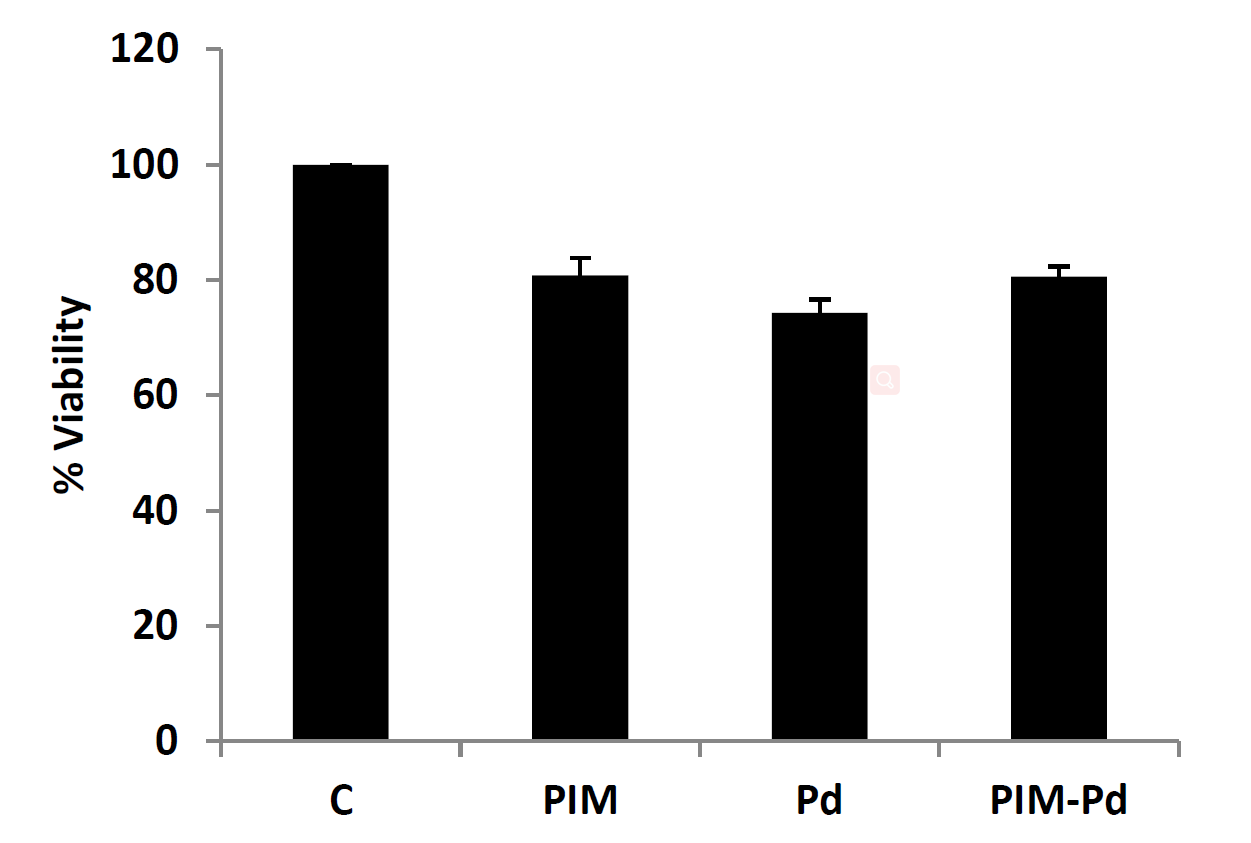

**Figure S11.** Percentage of cell viability in samples used to hybridize gene expression microarrays for transcriptomic profiling. MM.1S cells were sub-lethally treated (%viability >74%) with: PIM (PIM447 100 nM, for 24 h), Pd (pomalidomide 200 nM + dexamethasone 5 nM, for 15 h) or PIM-Pd (PIM447 100 nM + pomalidomide 200 nM + dexamethasone 5 nM, for 10 h). The percentage of cell viability was evaluated by MTT assay with respect to untreated cells (C; control). Data represents mean ± SEM of three independent sets of samples.

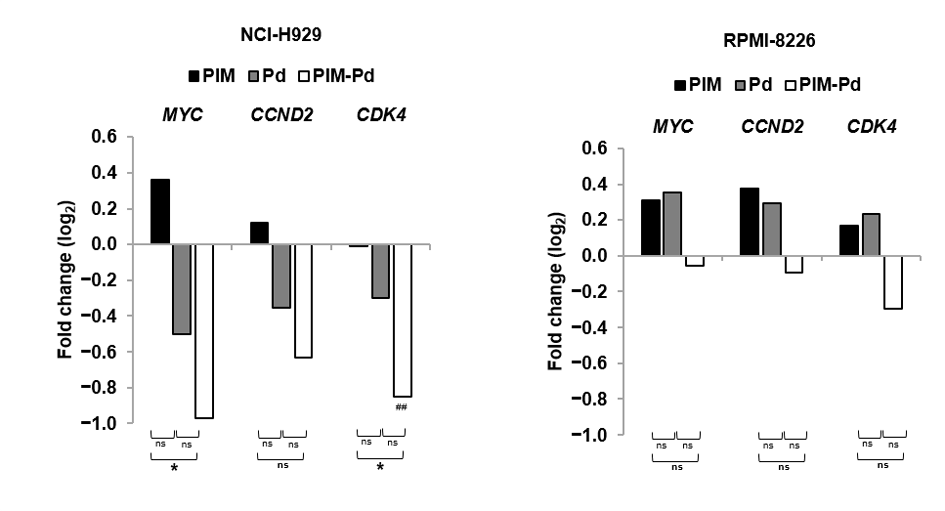

**Figure S12.** Effect of the PIM-Pd combination on the expression of cell cycle related genes. NCI-H929 and RPMI-8226 cells were cultured in absence or presence of PIM447 (PIM), pomalidomide + dexamethasone (Pd) or the triple combination PIM-Pd for 15 h. Subsequently, transcriptomic levels of *MYC, CCND2* and *CDK4* were assessed by RT-qPCR. The results are shown as the magnitude of change between treated and untreated cells after normalization with 18S rRNA and correspond to the average of a minimum of three experiments. Statistically significant differences among groups were evaluated by one-way ANOVA followed by Tukey´s post-test. Pairwise differences between treatment groups are indicated as * *p* < 0.05. Pairwise differences between each treatment group and control (untreated) condition are indicated as ## *p* < 0.01. ns = not significant. Doses of PIM/P/d (in nM): 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929.

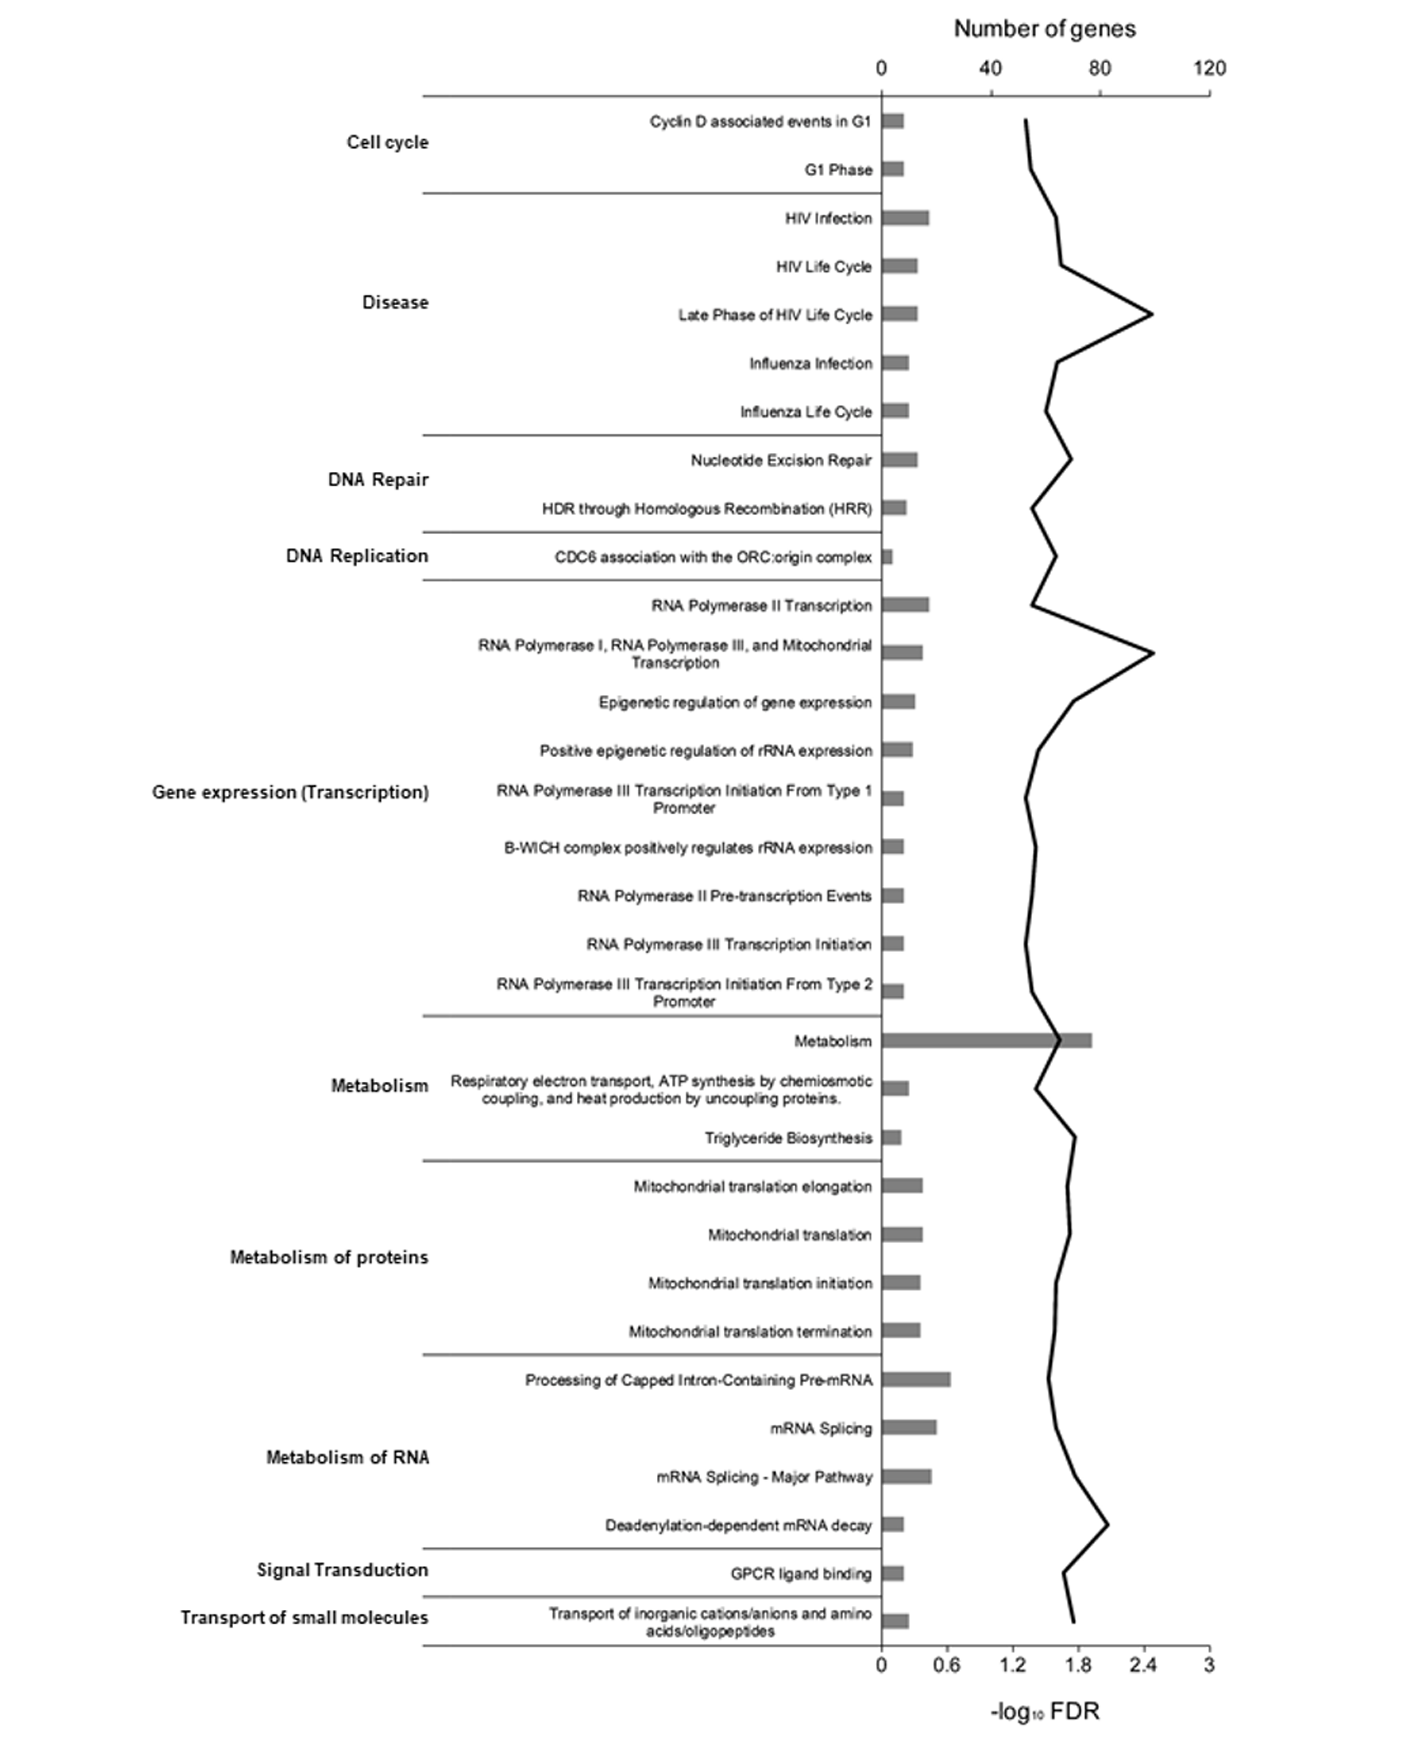

**Figure S13.** Pathways exclusively deregulated in MM.1S cells after treatment with PIM-Pd. The diagram shows the 32 exclusive pathways found to be significantly deregulated in a Gene Set Enrichment Analysis (GSEA) in MM.1S cells after treatment with PIM-Pd. The number of leading edge genes of each pathway and its statistical significance, expressed as −log10 FDR, are included. Top Level pathways, according to Reactome database, are indicated on the left side.

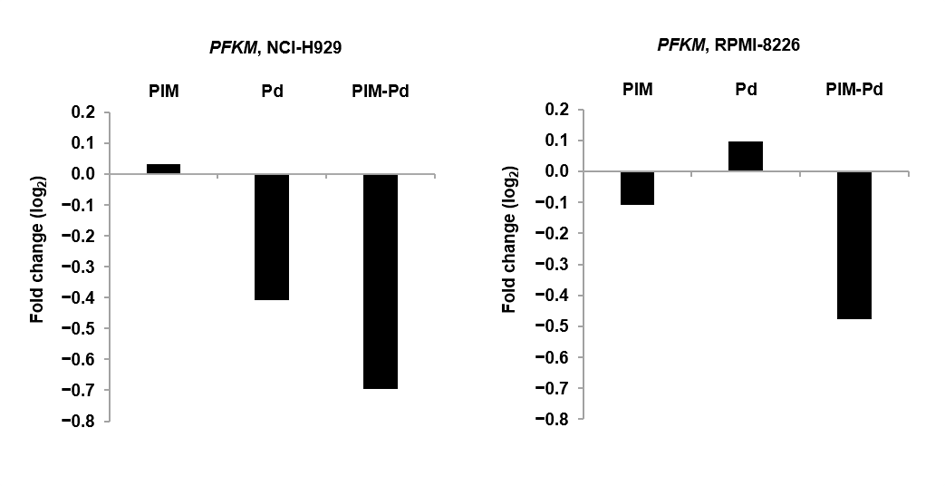

**Figure S14.** Effect of the triple combination PIM-Pd on the expression of *PFKM* in NCI-H929 and RPMI-8226 cell lines. NCI-H929 and RPMI-8226 cell lines were cultured in the absence or presence of PIM447 (PIM), pomalidomide + dexamethasone (Pd) or the triple combination PIM-Pd for 15 h. Subsequently, transcriptomic levels of *PFKM* were assessed by RT-qPCR. The results are shown as the magnitude of change between treated and untreated cells after normalization with 18S rRNA and correspond to the average of three experiments. Doses of PIM/P/d (in nM): 100/250/2.5 for RPMI-8226; 200/500/5 for NCI-H929.

| 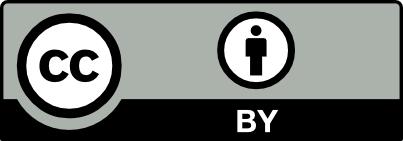 | © 2020 by the authors. Licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution (CC BY) license (http://creativecommons.org/licenses/by/4.0/). |
| --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

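RNA of MM.1S cells was measured on 12 Clariom S human arrays, from 3 independent experiments with untreated cells and with cells treated with PIM (PIM447 100 nM, 24 h), Pd (pomalidomide 200 nM and dexamethasone 5 nM, 15 h) or PIM-Pd (all 3 drugs, 10 h). The authors report that viability was above 74% in the treated cells. They normalized the arrays by RMA in oligo (version 1.44.0) under R (version 3.5.0) with a BrainArray gene definition, and called genes by SAM through a Shiny application (version 1.1.0). The values used here are the authors' log2 RMA values of 17710 Ensembl genes. Raw scans were not analysed here, so the background correction and the normalization were taken as they are.

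All tests were run in R 4.3.3 with limma 3.58.1. A linear model with a mean for each of the 4 groups was fitted over the 12 arrays (8 residual degrees of freedom), the variances were moderated by eBayes (6.62 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg within each comparison. The comparisons were PIM, Pd and PIM-Pd with control, PIM-Pd with Pd, and the interaction, which is the change on adding PIM447 to Pd minus the change with PIM447 alone. Genes were called at q < 5%, with and without a fold change of at least 2, because the paper's text gives both criteria and its tables list genes under this fold change. No gene was filtered out. On simulated data with the groups and the spread of these arrays, in which 200 of 17710 genes changed by 1 on the log2 scale, limma recovered 98.1% of them in PIM-Pd against control with 3.15% false calls, 98.3% in PIM-Pd against Pd with 4.63% false calls, and 75.3% in the interaction with 4.77% false calls (means of 5 simulations). The rewritten SAM recovered 98.3% when paired and 98% when unpaired, with 2.85% and 2.95% false calls. Smaller changes were not simulated, so these shares do not tell how many smaller differences, such as most of those between PIM-Pd and Pd, are missed.

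The comparisons, their tests, the alternatives, the gene lists and the rule for naming genes were set before the data were examined, except where the text says otherwise. The rule names the genes the paper discusses from the arrays, the genes of Table S6, the 5 genes with the largest changes each way against control and the 3 each way between PIM-Pd and Pd among those at q < 5% with the same direction in all experiments, genes of drug targets and of the translation and cell cycle proteins discussed in the paper, and the 3 genes with the lowest p of each list. The alternatives were a fit of only the 2 groups compared, the replicate number as a block, SAM rewritten from its description (unpaired with 20 permutations, paired with 8 sign changes), leaving out the dimmest 25% of genes, cyclic loess normalization, centering the arrays on their medians, a trended and robust prior, array weights, and leaving out each array.

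The replicate numbers mark the independent experiments, and the sample descriptions call them pairs. Of 18 pairs of arrays with the same number, the deviations from the group means correlated above 0 in 15 pairs and above 0.1 in 9, with correlations between -0.10 and 0.30 and a median of 0.0965. The scores in Tables S4 to S6 are those of a paired SAM: with a constant of 0.635, 0.22 and 0.186 added to the denominator for PIM, Pd and PIM-Pd, they were recomputed with a largest difference of 4.95e-05, while no single constant gave them when unpaired.

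Symbols came from Tables S4 to S6, which name 10.8% of the genes on the arrays. Of these 1909 symbols, 1835 are in the RefSeq annotation and 66 more are synonyms there. PIM2, PIM3, EIF4E, RPS6, RB1, CDK6 and CDKN1B, which the rule names, have no entry in the tables and are not reported. For the same reason, the planned tests of 16 gene lists were not run: between 0% and 56.3% of the members of a list have a symbol, and these were chosen by the authors' calls. The pathway analysis of the paper was not repeated. The viability, protein and RT-qPCR measurements were not analysed here. Treatment time differs between PIM, Pd and PIM-Pd, so that no comparison between them separates the drugs from the time.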

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

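Of the tests in this part, those of single arrays, of treatment time and of assignments within the experiments for the interaction genes were chosen after the result was seen.

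The interaction of PIM447 and Pd passed q < 5% by limma for 3 genes, where 1033 had an unadjusted p under 0.05: GRHL3 with -1.26 (standard error 0.18), ARHGAP6 with -1.17 (standard error 0.16) and EFEMP1 with 1.46 (standard error 0.20), each with q = 0.0292. About 5% of the 17710 genes would have an unadjusted p under 0.05 by chance alone. ARHGAP6 and EFEMP1 are named after their values were seen. The 3 genes stand out because the effect of PIM447 differed between cells with and without Pd by a test of the difference itself. GRHL3 was higher with Pd than in control cells (0.77, q = 0.00233) and lower with PIM-Pd than with Pd (-1.11), while PIM447 alone changed it by 0.15 (q = 0.896). EFEMP1 fell with PIM447 alone (-0.68, q = 0.666) and was higher with PIM-Pd than with Pd (0.79, q = 0.0725). Of 16 groupings of the arrays within control and PIM and within Pd and PIM-Pd that part the 2 arrays of each experiment, only the real one, 1 of 16, gave as many genes, and the others gave at most 1. So few groupings cannot give a share under 0.05, so chance cannot be excluded. Of 100 assignments drawn without regard to the experiments, 3 gave at least as many: the real one, 1 that keeps the real groups and only swaps control with PIM (5 genes), and 1 other (4 genes). GRHL3 kept -1.25 after cyclic loess, so a further scaling of the arrays did not remove its change. Cyclic loess was run on values already normalized by RMA, so it cannot test the RMA step itself. The tables argue against 1 array producing the size of the changes, since the smallest with any array left out was 1.10 on the log2 scale (ARHGAP6, -1.10 without PIM replicate 1). The calls are less stable than the size. None of the 17710 genes passed q < 5% without control replicate 1, PIM replicate 1, Pd replicate 1, PIM-Pd replicate 1, control replicate 2, Pd replicate 2, control replicate 3, PIM replicate 3, Pd replicate 3 or PIM-Pd replicate 3 (0 genes each, with 799 to 1199 at an unadjusted p under 0.05), without PIM-Pd replicate 2 the 3 genes called did not include GRHL3 (q = 0.104), and with the replicate block GRHL3 had q = 0.0681 (0.0196 to 0.159 over all alternatives). Treatment time stays open: the -1.11 of GRHL3 compares 10 h with 15 h, PIM447 alone was given for 24 h, and time cannot be told apart from treatment because each treatment has 1 time. A biological interaction of the drugs also stays open.

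DDIT4, which the paper's text does not discuss, rose more than any other gene both with Pd (4.02, q = 5.02e-11) and with PIM-Pd (3.96, q = 6.17e-11), in 3 of 3 experiments. The lowest change with PIM-Pd with any array left out was 3.87, which argues against 1 array as the cause. After cyclic loess of the RMA values the change was 4.01, so the rise did not depend on this further scaling. The RMA normalization itself was not tested. PIM447 alone changed DDIT4 by 0.0245 (q = 0.99), which argues against PIM447 as the cause. A response to pomalidomide or dexamethasone may underlie the rise, and the design cannot separate these 2 drugs, which were always given together. Probes shared with other genes were not tested.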

How the results depend on the processing

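Of the alternatives in this part, paired SAM with the constant at the median was chosen after the result was seen.

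Outside the fits that leave out 1 array, 71 of the counts under an alternative stayed within 1.5 times the value reported and 8 did not; of the fold changes of single genes, 857 kept their direction and side of the threshold, 14 passed it only under the alternative, 10 passed it no longer and 1 changed sign. With 1 array left out, these numbers were 45 and 21 for counts, and 546, 1, 63 and 2 for genes. Why a value moved was not tested, except where fewer arrays were fitted.

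The genes called with PIM were 0 by limma in all its fits (1098 at an unadjusted p under 0.05, and 1765 without PIM replicate 3), 1 by unpaired SAM, 3 by paired SAM and 3 by paired SAM with the constant at the median, an alternative chosen after seeing the data. With Pd, 960 genes became 1632 by unpaired SAM and 1516 with array weights. The 941 genes called with PIM-Pd only became 590 when each fit held only the 2 groups compared. In PIM-Pd against Pd, 14 genes became 1 in a fit of those 2 groups and 26 with the trended and robust prior. IRF4 in PIM-Pd against Pd went from -0.0217 to 0.0162 after cyclic loess; the cause was not tested. The counts with a fold change of at least 2 stayed within 1.5 times under all alternatives, with 173 to 228 genes for Pd and 248 to 305 for PIM-Pd when each array was left out and 0 for PIM.

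Leaving out each array of the 2 groups compared gave 497 to 720 genes for Pd: 522 without control replicate 1, 520 without Pd replicate 1, 608 without control replicate 3 and 497 without Pd replicate 3. For PIM-Pd it gave 1096 (without control replicate 3) to 1435, and for PIM 0 in each fit, with 779 to 1765 genes at an unadjusted p under 0.05 (1765 without PIM replicate 3). Leaving out an array of another group gave 932 to 1049 genes for Pd and 1494 to 1771 for PIM-Pd. The genes called with PIM-Pd only were 566 (without PIM-Pd replicate 1) to 1112 with any of the 12 arrays left out. For PIM-Pd against Pd it gave 2 to 15: 4 without Pd replicate 1, 7 without PIM-Pd replicate 1, 4 without Pd replicate 2, 2 without Pd replicate 3 and 3 without PIM-Pd replicate 3. The interaction gave 0 to 3 genes, with 3 only without PIM replicate 2 and without PIM-Pd replicate 2. A group with an array left out keeps 2 arrays. FBL with PIM-Pd lay between -0.59 and -0.40 and lost its call without PIM-Pd replicate 1 (q = 0.0628) and control replicate 3 (q = 0.056). IRF4 in PIM-Pd against Pd lay between -0.0573 and 0.0114, above 0 without Pd replicate 2 (0.0114) and PIM-Pd replicate 3 (0.0028).

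With the replicate block, the counts were 0, 1181 and 1934 for PIM, Pd and PIM-Pd, 0, 191 and 255 with a fold change of at least 2, 1046 for PIM-Pd only, 11 for PIM-Pd against Pd and 2 for the interaction. Of 99 gene results, the block changed 4 calls: MYC (q = 0.0475) and CDK4 (q = 0.0462) with Pd passed, ENSG00000124334 in PIM-Pd against Pd (q = 0.0542) and GRHL3 in the interaction (q = 0.0681) no longer did. It changed no other call.

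The scaling alternatives moved the median log2 change of all genes by -0.0408 at most (PIM-Pd, arrays centered on their medians). With PIM-Pd, 782 genes higher and 889 lower became 634 and 1005 after centering and 839 and 821 after cyclic loess. Of the called genes, 12 of 960 with Pd and 26 of 1671 with PIM-Pd were in the dimmest 25% of the genes (4428 genes, mean log2 value up to 3.63), where signal is nearest to the background. The planned tests of gene lists, with camera and fry, were not run, since most members have no symbol.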

Differences from the paper's values

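Of the alternatives in this part, paired SAM with the constant at the median was chosen after the result was seen.

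The paper's text gives 1228 genes with Pd and 1372 with PIM-Pd at a fold change of at least 2 and q < 5%; the values here were 191 and 255. For PIM, the paper's value is 4 and the value here was 0 by limma (1098 genes at an unadjusted p under 0.05, and 1765 without PIM replicate 3). None of the alternatives set before the data were examined came within 1.5 times the paper's values: they gave 173 to 228 genes for Pd, 248 to 305 for PIM-Pd and 0 for PIM. The paper's own Tables S4 to S6 list 1372, 1228 and 4 genes, of which the paper's fold changes are at least 2 either way for 254, 191 and 0. The smallest rises listed are 1.28-fold with PIM-Pd and 1.25-fold with Pd. The fold change limit was therefore not applied to these lists, and with it their counts are close to those here. The fold changes in these tables match those computed here to within 5.41e-06 on the log2 scale.

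For q < 5% alone with PIM, the paper's value is 4 genes (Table S6) and the value here was 0. Of the alternatives set before the data were examined, only paired SAM, with 3 genes, came within 1.5 times; unpaired SAM gave 1, and the limma fits gave 0. Paired SAM with the constant at the median, chosen after seeing the values, also gave 3 genes and drops 1 of the 4. PLAC8, SLC7A11 and RFK are called by paired SAM, and PSAT1 is not called by any setting run (6.45% by paired SAM).

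The paper's Venn diagram (Figure 5A), computed from its tables, has 536 genes with Pd only, and the value here was 230. Of the alternatives set before the data were examined, the fit of only the 2 groups compared, unpaired SAM, paired SAM and array weights came within 1.5 times, and the others did not. Those with 1 array left out gave 74 (without Pd replicate 3) to 357 genes (without PIM-Pd replicate 1). Limma called 838 of the 1228 genes of Table S5 and 1204 of the 1372 genes of Table S4, and paired SAM called 1227 and all 1372 of them, among 1389 genes with Pd and 1898 with PIM-Pd.

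CCND2 is not in Table S5, which lists genes changed with Pd, and had a log2 fold change of -0.47 with Pd (q = 0.0228) here.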

Other observations

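Of the tests in this part, those of the genes called with PIM-Pd only, of chance in the correlation across genes and of a mislabelled array were chosen after the result was seen.

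For the genes called at q < 5%, other splits of the same arrays were counted. For Pd, for PIM-Pd and for PIM-Pd against Pd, with 6 arrays each, 1 of 10 splits gave as many genes, the real one, and so it was for Pd and PIM-Pd with a fold change of at least 2. The 10 splits include 4 that part all 3 pairs of arrays from 1 experiment, the real one among them, and 6 that leave some pairs together. For the genes called with PIM-Pd only, 1 of 20 assignments of the Pd and PIM-Pd arrays gave as many. Chance cannot be excluded by these counts, because so few splits cannot give a share under 0.05. For PIM no gene was called at either threshold, so that all 10 of 10 splits necessarily gave as many, and this count tests nothing.

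The 941 genes called with PIM-Pd only moved the same way with Pd in 97.9% of cases, but control arrays are shared between the 2 comparisons. To avoid this, genes were called with PIM-Pd only in 2 experiments and read in the experiment left out, which shares no array with the calls. There, 92.3%, 88.1% and 95.8% of 478, 622 and 356 genes moved the called way with Pd, where 50% would be the share without any change. The lowest, 88.1%, argues against Pd leaving these genes unchanged. In the same experiments, 71.3%, 76.2% and 78.1% moved further with PIM-Pd than with Pd. The lowest, 71.3%, argues against equal changes that chance parted at the threshold as the whole cause. The median change with Pd was 0.703, 0.592 and 0.694 of that with PIM-Pd. The genes called with Pd only mirrored this, with 69.2% to 76.1% moving further with Pd. These values are consistent with many of the genes called with PIM-Pd only responding to Pd as well, with a smaller change. Genes are not independent replicates, and treatment time stays open, since it differs between Pd and PIM-Pd. Other tests were tried first and replaced. One counted genes that differed directly at q < 5% (0.531%), which would have left equal changes open. The next used 20 simulations and set the 37.6% of genes at an unadjusted p under 0.05 in the direct test against 13.4% to 25% for equal changes, and 97.9% against 53.5% to 57.7% for no change with Pd; simulated settings alone exclude nothing. When adjusted over the list alone, 143 of the 941 genes differed directly, which is not independent evidence because the list was chosen on these arrays.

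Across all 17710 genes, the changes with Pd and PIM-Pd correlated with a Pearson's r of 0.804 and a Spearman's rho of 0.681; with shared controls alone, simulated groups without any change gave an r of 0.487 to 0.517. The change with PIM447 alone and the change on adding PIM447 to Pd, which share no arrays, correlated across genes with r = 0.157 and rho = 0.145. Genes are not independent replicates, and 3 of 16 groupings that part the 2 arrays of each experiment gave a correlation at least as large (28 of 100 without regard to the experiments), so chance cannot be excluded. After cyclic loess of the RMA values r was 0.133, so this further scaling did not remove the correlation. The RMA normalization itself was not tested.

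Table S6 lists PLAC8 (0.85, q = 0.453), SLC7A11 (-0.99, q = 0.666), RFK (-0.86, q = 0.666) and PSAT1 (-0.86, q = 0.666) with PIM, with the values by limma given here, and limma called none of them. All 4 moved the same way in 3 of 3 experiments. That fit ignores the experiments. With the replicate block, q by limma was 0.0719 for SLC7A11 and 0.352 each for PLAC8, RFK and PSAT1. Fitting the experiments thus lowered q, most for SLC7A11, but still called none of the 4. The constant added to the SAM score was tested as a cause of the calls: paired SAM called 3 of the 4 genes with the constant at the median (0.107), and 0 with the constant at the 5th percentile (0.0268), where the lowest q was 7.32%. The calls thus depend on the constant, and it stays open as a cause. Of 4 arrangements of the labels within the experiments, the real one was the 1 that gave as many genes by paired SAM, and the other 3 gave 0. With so few arrangements chance cannot be told apart from an effect of PIM447.

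The change with PIM447 alone repeated weakly across genes between experiments, with r of 0.196, 0.135 and 0.056 for the pairs of experiments, where Pd had 0.432 to 0.586 and PIM-Pd 0.467 to 0.583. Each PIM array correlated more closely with the control arrays (0.989, 0.988 and 0.991 for replicates 1, 2 and 3) than with the other PIM arrays (0.987 each). Without PIM replicate 3, 1765 genes had an unadjusted p under 0.05, against 1098 with it, and 0 passed q < 5% by limma in either fit. A mislabelled array stays open for PIM replicate 3: the r of 0.196 between experiments 1 and 2 was the highest of the 3, and what a true response to PIM447 would give is not known. After cyclic loess of the RMA values the highest r was 0.174, so this further scaling did not raise it. The RMA normalization itself was not tested. A small response to PIM447 at this dose stays open and was not tested. The first principal component (33.9% of the variance) parted the arrays with and without Pd. The second (15% of the variance) parted PIM replicates 1 and 2 and PIM-Pd replicate 1, with scores of 14.0 to 26.2, from the other 9 arrays, with scores up to 0.246. These 3 arrays also had the highest medians, 4.87 to 4.89.

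Of the genes of drug targets and signalling proteins discussed in the paper, PIM1 fell with Pd (-0.99, q = 0.00851) and PIM-Pd (-1.09, q = 0.00302), and changed by 0.29 with PIM (q = 0.86). IKZF1 rose with Pd (0.91, q = 0.00432) and PIM-Pd (0.85, q = 0.00443). IKZF3 rose with PIM-Pd (0.46, q = 0.0165), but not at q < 5% without control replicate 1 (0.0677), PIM-Pd replicate 1 (0.051) or PIM-Pd replicate 3 (0.0591). EIF4EBP1 fell with PIM-Pd (-0.85, q = 0.00329). CDKN1A rose with Pd (0.56, q = 0.0393), a call lost with each of the 6 arrays left out (q up to 0.153), and with PIM-Pd (0.63, q = 0.014), a call lost without control replicate 1 (0.0626) and PIM-Pd replicate 3 (0.054). It changed by -0.59 with PIM (q = 0.666), in 3 of 3 experiments for each treatment; its interaction was 0.65 (q = 0.705).

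Lists not named at a claim had these members with a symbol. All 11 genes of cholesterol biosynthesis were lower with PIM-Pd (median -0.76) and with Pd (-0.70). All 14 targets of ATF4 were lower with both (medians -0.84 and -0.63), and all 15 interferon-stimulated genes were higher with both (medians 0.65 and 0.62). Of 10 glucocorticoid-induced genes, 7 were higher with PIM-Pd and 7 with Pd. Of 3 mitotic genes, 1 was lower with PIM-Pd, and 2 with Pd, or 1 after cyclic loess. Cytosolic ribosomal proteins had 0 of 79 genes with a symbol. These members were chosen by the authors' calls, and no list was tested.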
